# Reprogramming of macrophages employing gene regulatory and metabolic network models

**DOI:** 10.1371/journal.pcbi.1007657

**Published:** 2020-02-25

**Authors:** Franziska Hörhold, David Eisel, Marcus Oswald, Amol Kolte, Daniela Röll, Wolfram Osen, Stefan B. Eichmüller, Rainer König

## Abstract

Upon exposure to different stimuli, resting macrophages undergo classical or alternative polarization into distinct phenotypes that can cause fatal dysfunction in a large range of diseases, such as systemic infection leading to sepsis or the generation of an immunosuppressive tumor microenvironment. Investigating gene regulatory and metabolic networks, we observed two metabolic switches during polarization. Most prominently, anaerobic glycolysis was utilized by M1-polarized macrophages, while the biosynthesis of inosine monophosphate was upregulated in M2-polarized macrophages. Moreover, we observed a switch in the urea cycle. Gene regulatory network models revealed E2F1, MYC, PPARγ and STAT6 to be the major players in the distinct signatures of these polarization events. Employing functional assays targeting these regulators, we observed the repolarization of M2-like cells into M1-like cells, as evidenced by their specific gene expression signatures and cytokine secretion profiles. The predicted regulators are essential to maintaining the M2-like phenotype and function and thus represent potential targets for the therapeutic reprogramming of immunosuppressive M2-like macrophages.

## Author summary

The innate immune system is the first defense line to infection and macrophages are its central players. Macrophages polarize into their resistant state when sensing an invading pathogen. In turn, they can also polarize into a resilient state and provide compounds for anabolism to e.g. promote wound healing processes. In several diseases ranging from cancer to auto immune diseases and sepsis, the disturbed polarization of macrophages is critically involved in their patho-mechanism. We investigated transcription profiles of polarized macrophages to identify central regulators aiming to reprogram detrimental polarization when targeted. Indeed, we came up with a model containing four transcription factors that would reprogram macrophages based on an assembled gene signature representing the distinct regulation of these polarized macrophages. Experimentally silencing these transcription factors validated the predictions and showed that we can shift macrophages polarized from their resilient state toward the resistant state. Inhibiting these regulators in specific macrophages may enable reactivating them into resistance which may have a tumor suppressive effect of tumor associated macrophages or reactivating them during the immunosuppressive phase after sepsis.

## Introduction

Innate immunity serves as a first-line defense against pathogens and includes natural killer (NK) cells as well as phagocytic cells such as dendritic cells, neutrophils and macrophages [1]. Thus, macrophages are functionally involved in the control of various diseases such as cancer, diabetes, sepsis and chronic immunological disorders [2–5]. Macrophages show marked plasticity. Depending on the environmental stimuli they receive, macrophages polarize into myeloid cell types with distinct phenotypes and functions. Extensive research has led to a better understanding of the molecular mechanisms that control macrophage polarization [6–8]. IL-10 signaling has been shown to play a critical role in controlling inflammatory responses by modulating cellular metabolism in activated macrophages [7]. To simplify macrophage biology, the functional spectrum of macrophages is represented by the two extremes, i.e., classically activated M1-like macrophages and alternatively activated M2-like macrophages (subsequently denoted as M1-like and M2-like macrophages). M1-like macrophages, which are activated through IFN-γ as well as other factors, contribute to the inflammatory immune response by producing proinflammatory mediators such as TNF-α, IL-6 and nitric oxide. Furthermore, they eliminate invading pathogens by phagocytosis [9,10]. In contrast, M2-like macrophages, which can be activated by IL-4, show immunosuppressive functions and promote wound healing [11].

It is known that tumor cells can reprogram proinflammatory immune cells, particularly M1-like macrophages, into anti-inflammatory immune cells, including M2-like macrophages, to induce local immune suppression [12,13]. Specifically, tumor-associated macrophages (TAMs) are recruited by the tumor through the secretion of chemoattractants. TAMs are involved in tumor progression and are characterized by high secretion of growth factors and anti-inflammatory cytokines, promoting angiogenesis, cancer growth and tissue infiltration [14]. Thus, immunotherapies aiming to polarize TAMs into M1-like macrophages have been suggested as a therapeutic approach against cancer [15].

In addition, macrophages play a central role during sepsis, which is a life-threatening condition resulting from organ dysfunction as a consequence of systemic infection. Organ dysfunction is caused by a hyperreactive immune response against an infection in the blood. Notably, the initial proinflammatory response is followed by an anti-inflammatory immune response, increasing patient susceptibility to severe secondary infections during sepsis. Hence, therapies that enhance the immune response against the primary infection may increase the survival of patients suffering from sepsis [16].

Interestingly, macrophages analyzed in murine sepsis models show marked functional plasticity. Thus, peritoneal macrophages derived from mice with induced polymicrobial sepsis were shown to be unresponsive to endotoxin (lipopolysaccharide, LPS) stimulation and to secrete reduced amounts of TNF-α, IL-6, and IL-1β, while IL-10 levels were increased, thus reflecting an immunosuppressive M2-like phenotype. At the same time, the chemokine expression profile of these macrophages suggested an M1-like phenotype, as the gene expression of CCL2 (MCP1) was increased, whereas the expression of CCL17, CCL22, and CCL24 was reduced [5]. Another study showed that the reprogramming of macrophages from an M1-like phenotype to an M2-like phenotype can be induced by IL-4, and conversely, a phenotypic switch from the M2-like phenotype to the M1-like phenotype was observed upon the addition of M1-polarizing stimuli [17]. Recently, we showed that M2-like macrophages can be reprogrammed to the M1-like phenotype upon an antigen-specific interaction with CD4^+^ T cells [18]. Hence, the repolarization of macrophages is feasible; however, the underlying regulatory mechanisms are still elusive. In response to the microenvironment, resting macrophages not only polarize into distinct phenotypes but also develop specific metabolic demands. A recent study reported two breakpoints in the citrate cycle of M1-like macrophages supporting the production of the anti-inflammatory metabolite itaconate [10]. Furthermore, bone marrow-derived macrophages from IL-10 knockout mice showed higher glucose uptake and upregulated glycolysis and decreased mitochondrial oxygen consumption, suggesting that IL-10 promotes oxidative phosphorylation [7].

To better understand the processes regulating M1/M2 polarization, we investigated the gene regulation of metabolism and identified regulators that are essential in M2-like macrophages providing a possible starting point to shift M2-like macrophages into M1-like macrophages.

## Results

### Differentially expressed gene sets in M1- and M2-like macrophages

Mice were injected intraperitoneally with thioglycolate containing medium to get non-polarized macrophages in the peritoneum (Peritoneal exudate cells, PEC cells). Polarization into M(LPS+IFNγ) and M(IL4) macrophages was induced by LPS + IFNγ and IL4, respectively obtaining M1-like and M2-like polarized macrophages. In the following, we refer to M1-like and M2-like macrophages for these M(LPS+IFNγ) and M(IL4) macrophages. 

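RNA sequencing of the polarization experiment covered 3 mice, each giving M0, M1-like and M2-like macrophages, and 2 technical replicates per mouse and condition, so that 18 libraries of single-end reads of 50 nucleotides were used. The macrophages had been kept for 24 h with 100 ng/ml LPS and 50 ng/ml IFNγ (M1-like), with 10 ng/ml IL-4 (M2-like) or without stimulus (M0). The authors deposited the number of reads that featureCounts assigned to each gene after mapping to the mouse genome GRCm38/mm10, without normalization, by Ensembl gene identifier, and 37693 of the identifiers had a symbol in GENCODE M21. Between 19714994 and 29880494 reads per library were counted on genes. The 2 technical replicates of a mouse and condition differed little more than by counting noise, with a chi-square per gene between 1.07 and 1.10. Libraries from different mice of the same condition gave 3.63 to 52.4. The highest values, from 47.3 to 52.4, were those of mouse 1 against the other mice in M2-like macrophages. M2-like libraries of mouse 2 against mouse 3 gave 3.65 to 3.72. The technical replicates were therefore summed, which gave 39577911 to 59443987 counted reads per mouse and condition. The median was 48428913 in M0, 46815228 in M1-like and 49502807 in M2-like macrophages. Counts were normalized with edgeR's TMM method and compared with its quasi-likelihood test (two-sided) with Benjamini-Hochberg adjustment over the 16110 genes that passed edgeR's expression filter, and a gene was called differentially expressed at an adjusted p-value under 0.05. Normalized expression is given as CPM, with the mean ± SD of the 3 mice, and the standard error of a log2 fold change is the one implied by the F statistic of that test. Counts were also simulated from the means and library sizes of these samples, with 200 of 15972 genes changed. The test recovered 200 of the changed genes and called 14 unchanged genes, 6.54% of its calls. All simulated genes shared a common dispersion, and the changed genes were well expressed and changed at least 2-fold. The simulation therefore does not show how the test handles smaller changes or a comparison in which most genes change.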

We compared the transcription profiles of M1-like and M2-like polarized macrophages (n = 3 replicates), selected differentially expressed genes, and performed gene set enrichment analysis. S1 Table lists all significantly differentially expressed genes. 

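Comparing M1-like with M2-like macrophages, 5573 genes were higher and 6130 genes were lower in M1-like macrophages at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test. Among the alternatives to this processing, requiring an absolute log2 fold change of at least 1 moved these numbers most, to 2479 higher and 2446 lower genes. Leaving out 1 mouse of 1 condition at a time gave 5335 to 5820 higher and 5796 to 6254 lower genes. The mice carry the same numbers in the 3 conditions, and after the mean of each condition was removed, the median Pearson correlation across 10755 genes was 0.25 (9 pairs of conditions) between samples of the same mouse and -0.14 (18 pairs) between samples of different mice. With the mouse as a replicate block in the model, 5537 genes were higher and 6083 lower. The largest changes were taken among genes with a mean log2 CPM of at least 2 over all samples and complete separation of the mice. The 5 largest increases were those of Cxcl11 (14.23 on the log2 scale), Nos2 (13.54), BC023105 (13.44), Serpina3e-ps (13.30) and Serpina3f (13.26). The 5 largest decreases were those of Cdh1 (-12.78), Slco2b1 (-11.52), Rgs18 (-10.17), Slc27a6 (-8.68) and Cmbl (-8.55). With the technical replicates as separate samples, the value was 13.225 for Cxcl11, 12.44 for BC023105, 12.299 for Serpina3e-ps and -11.782 for Cdh1. For Nos2 it was 13.531 and for Serpina3f 13.185, so that the sizes and the order depend on the processing. Serpina3f and Serpina3e-ps belong to a cluster of similar genes and pseudogenes, and how reads that map to several of them were counted is not stated in the paper's text.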

Significantly enriched gene sets were grouped into 15 major categories of cellular processes, and statistical tests were performed to identify the categories with significantly different numbers of genes with upregulated expression (Fig 1). As expected, we found significantly more genes with upregulated expression for immune response processes in the M1-like macrophages than in the M2-like macrophages (P = 1.67E-48, g:Profiler statistic, 1,117 genes in the M1-like macrophages, 374 genes in the M2-like macrophages). In particular, the M1-like macrophages showed a strong upregulation of the expression of immune mediators (Il-6, Tnf-α, and Stat1; see S1 Fig), which stimulate the proinflammatory response. Furthermore, in the M1-like macrophages, we observed more genes with upregulated expression for cell death (P = 4.55E-31, g:Profiler statistic), cellular signaling (P = 2.72E-07, g:Profiler statistic), such as TNFα signaling and HIF-1α signaling, and protein transport and modification (P = 1.31E-40, g:Profiler statistic), reflecting the extensive upregulation of cellular processes in response to extrinsic stressors. 

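Il6 (ENSMUSG00000025746, chromosome 5 from 30013114 to 30019981 on GRCm38) was expressed at 30.9 ± 3.50 CPM (SD, n = 3 mice) in M1-like and at 0.171 ± 0.124 CPM in M2-like macrophages. Its log2 fold change was 7.55 (standard error 0.27, adjusted p = 1.25e-10 from edgeR's quasi-likelihood test). Across the alternatives, the value of Il6 moved most when the first mouse's M2-like sample was left out, to 8.13. Tnf (ENSMUSG00000024401, chromosome 17 from 35199381 to 35202007) rose from 7.46 ± 0.662 CPM in M2-like to 948 ± 163 CPM in M1-like macrophages, a log2 fold change of 6.99 (standard error 0.15, adjusted p = 1.81e-12 from the same test). For both genes, every M1-like sample lay above every M2-like sample, and the distance between the means was many times the SD between mice.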

The Kyoto Encyclopedia of Genes and Genomes (KEGG) provides gene sets associated with diseases. Only for the M1-like macrophages, we found that the disease-related gene sets with upregulated expression mainly comprised diseases caused by infection (n = 359), autoimmune diseases (n = 60) and cancer (n = 242) (S2 Table). Comparing the two types of macrophages indicated that both the M1- and M2-like macrophages showed upregulation of cell cycle and repair mechanisms. Cell cycle mechanisms in the context of M2-like macrophages have been described before [19]. However, we also observed upregulation of gene sets of cell cycle categories in the M1-like macrophages (e.g., cell cycle) and found inflammatory genes such as Il1α, Il1β, Il12α and Il12β to be associated with the Gene Ontology definitions for cell cycle processes, possibly explaining this observation. 

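All the interleukin genes named here rose in M1-like macrophages in comparison to M2-like macrophages. Il1a (ENSMUSG00000027399, chromosome 2 from 129299610 to 129309972 on GRCm38) had 320.3 ± 33.5 CPM (SD, n = 3 mice) in M1-like and 14.8 ± 1.87 CPM in M2-like macrophages and a log2 fold change of 4.43 (standard error 0.11, adjusted p = 6.19e-12 from edgeR's quasi-likelihood test). Il1b (ENSMUSG00000027398, chromosome 2 from 129364570 to 129371139) had 135 ± 24.3 and 0.239 ± 0.139 CPM, a log2 fold change of 9.20 (standard error 0.26, adjusted p = 1.92e-11 from the same test). Il12a (ENSMUSG00000027776, chromosome 3 from 68690644 to 68698547) reached 9.83 ± 2.29 CPM in M1-like macrophages, with 0.0730 ± 0.0486 CPM in M2-like macrophages, a log2 fold change of 7.06 (standard error 0.34, adjusted p = 2.36e-09 from the same test). Il12b (ENSMUSG00000004296, chromosome 11 from 44400063 to 44414033) reached 176 ± 54.0 CPM against 0.0452 ± 0.00843 CPM, a log2 fold change of 11.84 (standard error 0.40, adjusted p = 8.10e-11 from the same test). At expression as low as that of Il12a and Il12b in M2-like macrophages, the size of the fold change rests on a handful of reads. When 1 sample was left out at a time, the log2 fold change ranged from 6.56 to 7.54 for Il12a and from 11.62 to 12.06 for Il12b.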

For the M2-like macrophages, most of the gene sets with upregulated expression belonged to metabolic processes, as described in the next section. Fig 1 displays the categories and a representative selection of the gene sets upregulated in the M1-like and M2-like macrophages. All identified gene sets are listed in S2 Table in the Supplementary Material.

**Fig 1:**
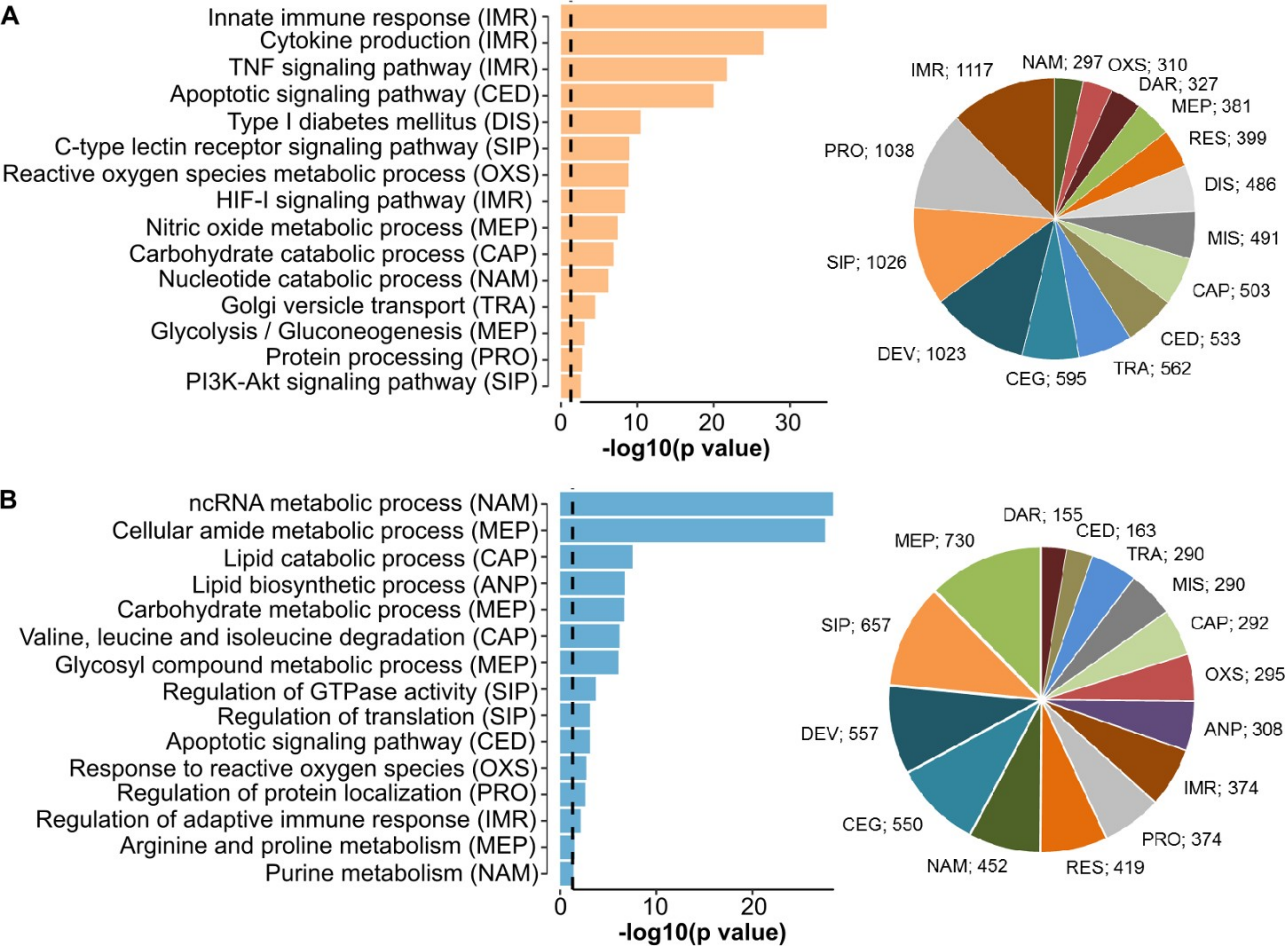
Shown is a representative selection of gene sets derived from gene set enrichment analysis of RNA-seq data (S1 Table) with upregulated expression in macrophages polarized to the M1-like phenotype (A) or M2-like phenotype (B) in respect to the other polarization. Genes with upregulated expression in M1-like macrophages were significantly enriched in the categories immune response (IMR, P = 1.67E-48), cell death (P = 4.55E-31), signaling processes (P = 2.72E-07) and specific metabolic processes such as nitric oxide synthesis and glycolysis, while genes with upregulated expression in M2-polarized macrophages were enriched in anabolism (P = 1.22E-96), metabolic processes (P = 8.44E-30) and nucleotide metabolism (P = 7.31E-12). Enrichment tests were performed using g-Profiler.

In summary, differential gene expression analysis showed that M1-like macrophages activated inflammatory processes such as inflammation, cell death, proinflammatory cytokine expression, and TNF signaling, while M2-like macrophages upregulated metabolic and cellular maintenance processes.

### Distinct regulation of metabolism in M1- and M2-like macrophages: glycolysis and catabolism *versus* anabolism

In M1-like macrophages, glycolysis, comprising 22 genes with upregulated expression such as hexokinases 1–3, Gapdh and Ldha, was upregulated (P = 8.27E-04 using g:Profiler). 

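The hexokinase genes Hk1 (ENSMUSG00000037012, chromosome 10 from 62268855 to 62379908 on GRCm38), Hk2 (ENSMUSG00000000628, chromosome 6 from 82725025 to 82774454) and Hk3 (ENSMUSG00000025877, chromosome 13 from 55005985 to 55021385) were expressed at 365 ± 64.9, 868 ± 152 and 2829 ± 134 CPM (SD, n = 3 mice) in M1-like macrophages. In M2-like macrophages, they were expressed at 60.7 ± 3.80, 106 ± 4.68 and 709.6 ± 82.9 CPM, respectively. The log2 fold change was 2.58 for Hk1 (standard error 0.11, adjusted p = 6.93e-10 from edgeR's quasi-likelihood test), 3.04 for Hk2 (standard error 0.11, adjusted p = 1.64e-10) and 2.00 for Hk3 (standard error 0.09, adjusted p = 7.06e-10). Gapdh (ENSMUSG00000057666, chromosome 6 from 125161715 to 125166467) rose from 38.4 ± 3.00 to 207 ± 12.9 CPM, a log2 fold change of 2.43 (standard error 0.08, adjusted p = 4.22e-11 from the same test). Ldha (ENSMUSG00000063229, chromosome 7 from 46841475 to 46855627) rose from 491 ± 36.2 to 2498 ± 242 CPM, a log2 fold change of 2.35 (standard error 0.08, adjusted p = 1.38e-10 from the same test). Every M1-like sample lay above every M2-like sample for each of these genes.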

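From the hexokinases to lactate dehydrogenase, 20 genes for the steps from glucose to lactate were tested, including isoenzymes and Bpgm. In M1-like compared to M2-like macrophages, 16 of these 20 genes were higher and 3 were lower at an adjusted p-value under 0.05, and these counts were the same with RLE in place of TMM normalization. The lower genes were Ldhb (ENSMUSG00000030246), with 0.770 ± 0.175 CPM (SD, n = 3 mice) in M1-like and 10.5 ± 0.628 CPM in M2-like macrophages and a log2 fold change of -3.75 (standard error 0.14, adjusted p = 1.52e-10 from edgeR's quasi-likelihood test), Eno2 (ENSMUSG00000004267), with a log2 fold change of -0.40 (standard error 0.09, adjusted p = 0.00128), and Bpgm (ENSMUSG00000038871), with a log2 fold change of -0.43 (standard error 0.10, adjusted p = 0.00144). For Eno3 (ENSMUSG00000060600), the log2 fold change was -0.19 (standard error 0.13, adjusted p = 0.198 from the same test), a difference that did not hold up against the spread between mice. Ldhb was expressed far below Ldha, and Eno3 at only a few CPM in both conditions. With 1 sample left out at a time, 15 or 16 of the genes were higher.

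**Figure D1:**
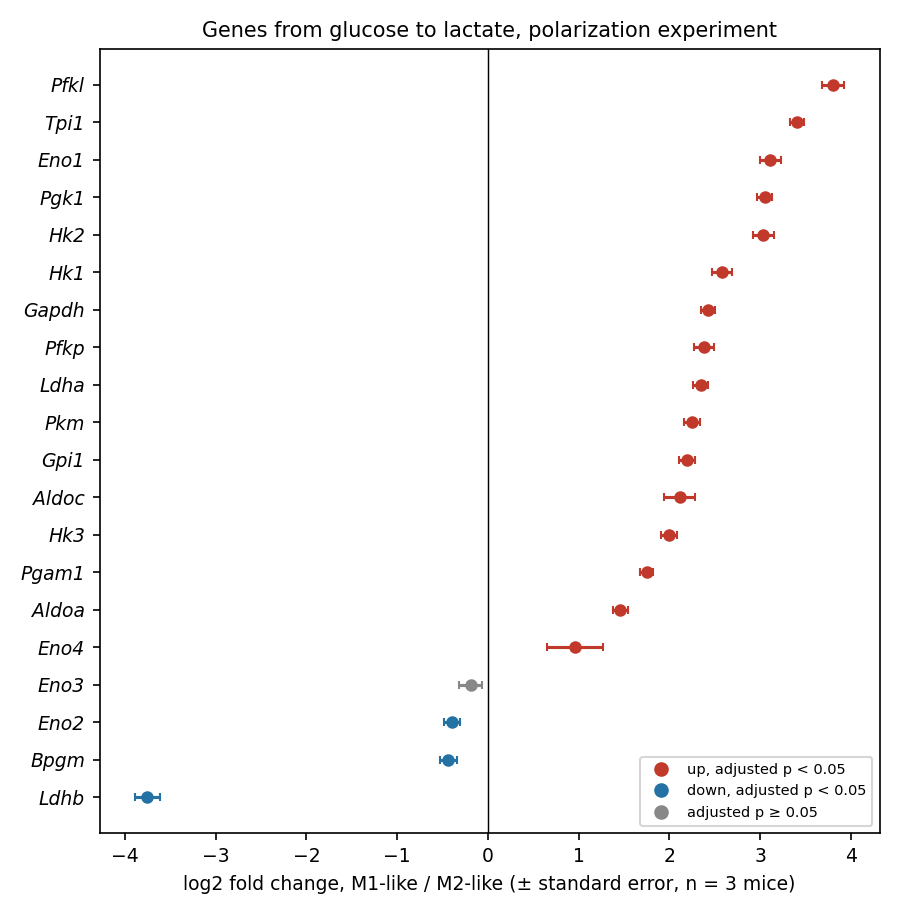
Log2 fold change of M1-like against M2-like macrophages for the 20 genes from glucose to lactate, with bars for the standard error (3 mice per condition). Of the 20 genes, 16 lie above 0 and Ldhb lies lowest, at -3.75.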

Notably, the entire biochemical pathway from glucose to lactate production was upregulated. In addition, processes affecting the catabolism of nucleotides, cellular macromolecules and carbohydrates were upregulated. In contrast, M2-like macrophages showed upregulation of anabolic processes such as the biosynthesis of amino acids and nucleic acids. Enhanced fatty acid metabolism and expression of mitochondrial genes reflected upregulated oxidative phosphorylation (Fig 1, S2 Table). 

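Of the 15 genes of fatty acid metabolism in the signature of Fig 4, 10 were lower and 4 were higher in M1-like than in M2-like macrophages at an adjusted p-value under 0.05, and RLE in place of TMM normalization gave 9 lower and 5 higher genes. Requiring an absolute log2 fold change of at least 1 left 3 of them lower, the alternative that moved this count most. Cd36 (ENSMUSG00000002944), which takes up fatty acids, had 109 ± 9.05 CPM (SD, n = 3 mice) in M1-like and 5709.8 ± 1027 CPM in M2-like macrophages, a log2 fold change of -5.71 (standard error 0.13, adjusted p = 3.66e-12 from edgeR's quasi-likelihood test). Of the 13 protein-coding genes of the mitochondrial genome, 12 were lower in M1-like macrophages and none was higher. Among 93 nuclear genes for subunits of the respiratory complexes I to V, chosen by the start of their symbols after the data were seen, 89 were tested, and 35 were lower and 16 were higher in M1-like macrophages, or 30 lower and 17 higher with RLE normalization.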

The biosynthesis of inosine monophosphate (IMP) is the initial and rate-limiting step in purine biosynthesis. 

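Genes of IMP biosynthesis were lower in M1-like than in M2-like macrophages for each of the 8 genes given for this pathway in Fig 4, which include the ribose-phosphate pyrophosphokinase genes Prps1 and Prps2. Ppat (ENSMUSG00000029246), which encodes the enzyme of the first committed step, had 18.6 ± 1.60 CPM (SD, n = 3 mice) in M2-like and 8.33 ± 0.824 CPM in M1-like macrophages, a log2 fold change of -1.15 (standard error 0.10, adjusted p = 4.25e-07 from edgeR's quasi-likelihood test). The log2 fold change was -1.57 for Gart (standard error 0.08, adjusted p = 2.60e-09 from the same test), -1.07 for Pfas, -0.88 for Paics and -1.23 for Atic, with standard errors between 0.06 and 0.09. The smallest difference was that of Adsl, at -0.30 (standard error 0.07, adjusted p = 0.00259 from the same test), and the largest were those of Prps1, at -1.78, and Prps2, at -1.86. In every fit that left out 1 sample, 8 genes remained lower.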

We observed the entire pathway for IMP biosynthesis to be upregulated in the M2-like macrophages (n = 7 out of 7 genes).

Thus, M1-like macrophages upregulated biochemical catabolic processes and glycolysis, in particular all genes coding for the Warburg effect, which was also reflected by upregulated Hif1α signaling, whereas the M2-like macrophages showed upregulated nucleotide synthesis and oxidative phosphorylation, hinting at a distinctively different regulation of metabolism. These results initiated our interest in modeling the metabolic fluxes and their regulation described in the next sections.

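Hif1a (ENSMUSG00000021109, chromosome 12 from 73901375 to 73947530 on GRCm38) was expressed at 736 ± 123 CPM (SD, n = 3 mice) in M1-like and 97.0 ± 16.1 CPM in M2-like macrophages, a log2 fold change of 2.92 (standard error 0.13, adjusted p = 1.41e-09 from edgeR's quasi-likelihood test), with every M1-like sample above every M2-like sample. From the higher expression of glycolytic genes in M1-like macrophages and of genes for nucleotide synthesis and mitochondrial respiration in M2-like macrophages, the paper proposes that the 2 polarizations may regulate their metabolism differently.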

### Constraint-based modeling suggests switches in metabolic fluxes

We studied the difference in the regulation of metabolism observed in a mechanistic way employing constraint-based modeling and the murine macrophage model described in Bordbar *et al* (2012)[20]. In our approach, we estimated the metabolic flux with a linear model that assumed the metabolic flux was linearly dependent on the expression of the enzyme encoded by the respective gene and was constrained by the interconnected stoichiometry of the substrates and products in the metabolic network. These constraints are based on the well-established concept of flux balance analysis (see, e.g., Orth *et al* (2010)[21], for details, see Materials and Methods). Our models supported the above-described duality between glycolysis and nucleotide biosynthesis and revealed a switch-like behavior in the metabolic fluxes (Fig 2). The predicted metabolic flux of reactions involved in glycolysis and lactate production was distinctively higher in M1-like macrophages than in M2-like macrophages (S3 Table). In contrast, in M2-like macrophages, there was a higher flux in the biosynthesis of IMP, confirming the above-suggested switch between glycolysis and IMP biosynthesis. Moreover, in our model, there was a higher flux for nitric oxide synthase in M1-like macrophages, while there was a higher flux for arginase in M2-like macrophages. This finding suggests a second switch between nitrogen being either metabolized into nitric oxide as a proinflammatory signaling molecule (in M1-like macrophages) or degraded into urea by arginase (in M2-like macrophages). Indeed, nitric oxide synthase and arginase have been described as valid markers of murine M1- and M2-like macrophages, respectively [10]. 

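The fluxes rest on the expression of the enzymes, and that of nitric oxide synthase and arginase differed between the conditions. Nos2 (ENSMUSG00000020826, chromosome 11 from 78920787 to 78960254 on GRCm38) was expressed at 12352 ± 1506 CPM (SD, n = 3 mice) in M1-like and 1.04 ± 0.284 CPM in M2-like macrophages, a difference with an adjusted p = 5.29e-13 from edgeR's quasi-likelihood test and a standard error of 0.25 on the log2 scale. Arg1 (ENSMUSG00000019987, chromosome 10 from 24915221 to 24927484) was expressed at 471 ± 55.2 CPM in M2-like macrophages, at 156 ± 104 CPM in M1-like macrophages and at 5.52 ± 1.79 CPM in M0 macrophages. Its log2 fold change in M1-like compared to M2-like macrophages was -1.60 (standard error 0.36, adjusted p = 0.00170 from the same test), and the SD between the M1-like samples was the larger part of their mean. With 1 sample left out at a time, the log2 fold change of Arg1 ranged from -2.30 to -1.31.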

Notably, we observed a similar metabolic flux profile for M0 and M2-like macrophages. 

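For M0 macrophages, the expression behind IMP synthesis was compared with M1-like macrophages in the same model. Of the 8 genes, 7 were lower in M1-like than in M0 macrophages at an adjusted p-value under 0.05. The log2 fold change ranged from -1.84 for Prps2 (standard error 0.08, adjusted p = 1.23e-09 from edgeR's quasi-likelihood test) to -0.68 for Paics (standard error 0.07, adjusted p = 4.51e-06 from the same test) among these 7 genes. For Adsl, it was -0.08 (standard error 0.07, adjusted p = 0.347 from the same test), a difference that did not hold up against the spread between mice. Ppat had 14.1 ± 1.09 CPM (SD, n = 3 mice) in M0 macrophages.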

The metabolic flux for IMP synthesis was also higher in M0 macrophages than in M1-like macrophages. In contrast, there was no metabolic flux through the urea cycle and no synthesis of lactate in M0 macrophages. The estimated fluxes for M0 macrophages are also provided in S3 Table in the Supplementary Material.

**Fig 2:**
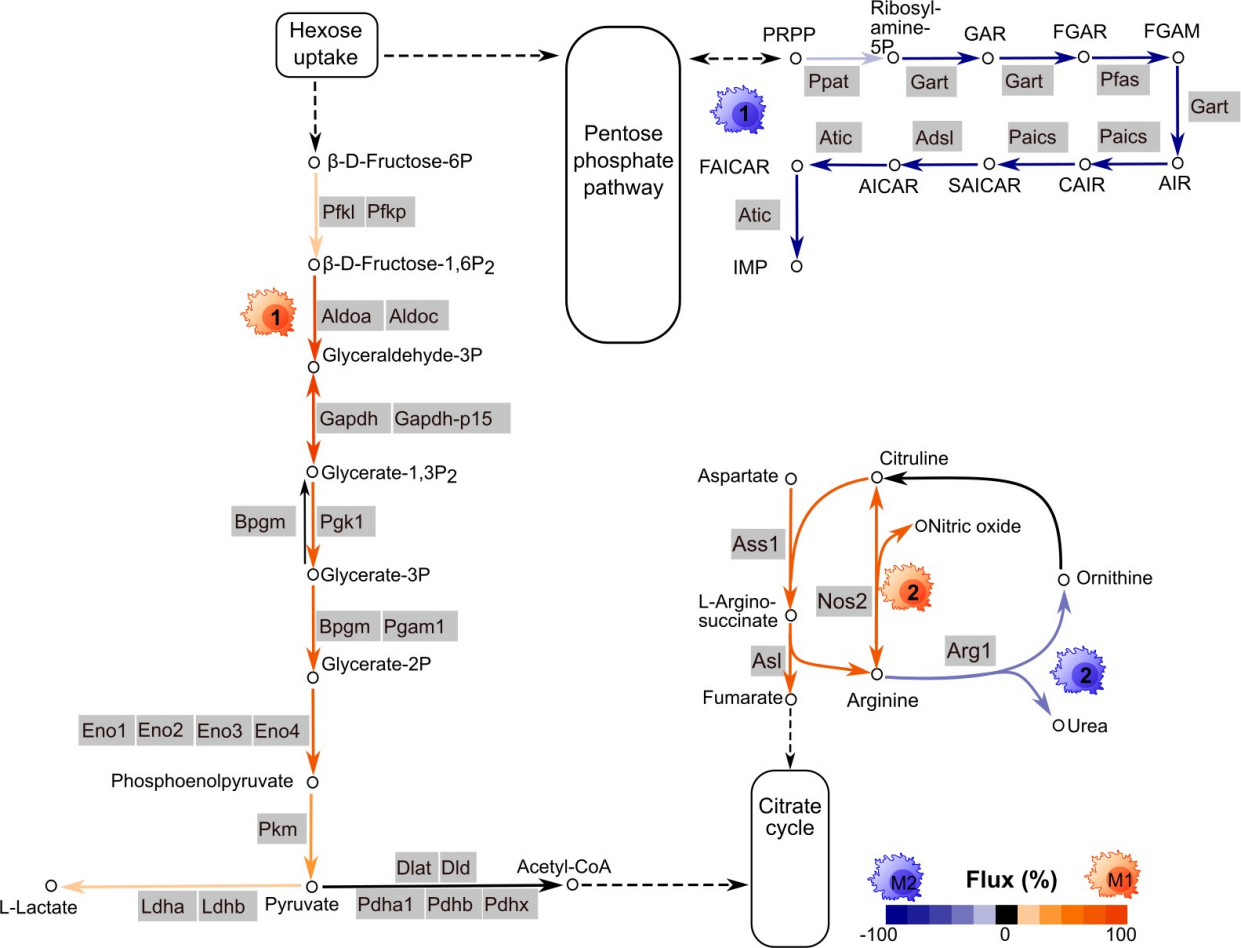
The metabolic fluxes of different macrophage phenotypes, M0, M1-like and M2-like, were predicted by integrating the gene expression of enzymes into a metabolic network model. The model revealed differential fluxes mainly involved in glycolysis, inosine monophosphate (IMP) synthesis, the urea cycle and lactate production. Orange arrows indicate higher metabolic fluxes in M1-like macrophages, and blue arrows indicate higher fluxes in M2-like macrophages. Induced glycolysis was observed in M1-polarized macrophages, while IMP synthesis was high in M2-like macrophages. The quantitative values are represented by the respective color intensity ranging from 0% (no differential flux between M1-like and M2-like macrophages) and 100% (the predicted flux was observed only in the according macrophage type, and no predicted flux was observed in the other polarized macrophages).

In summary, flux balance analysis elucidated metabolic switches between M1-like and M2-like polarization, most prominently between glycolysis and purine biosynthesis and between nitric oxide and urea production in the urea cycle.

### Compiling a literature-based gene expression signature associated with M1- and M2-polarized macrophages

Macrophages are classified according to their origin and functional features. Various macrophage subsets have been reported. The activation signals of Th2 responses, such as the secretion of IL-4 or IL-13, trigger M2-like polarization in macrophages, while M1-like macrophages are induced by exposure to LPS and IFN-γ [10]. Previous studies have demonstrated distinct transcriptional signatures for M1- and M2-like-polarized macrophages, providing a reasonable means for the experimental validation of these distinct macrophage subsets. Hence, based on the studies listed in S4 Table, we compiled a list of 36 genes for an initial transcriptional gene signature distinguishing M1- and M2-like polarization. The signature comprises surface markers (i.e., Cd80, Cd86), cytokines, chemokines, metabolic enzymes (Arg1, Nos2 or iNos) and other M1/M2 markers, such as Chil3 (Ym1), Retnla (Fizz1) and Vegfa/b. M1-like macrophages express high levels of proinflammatory mediators such as IL-6 and TNF-α. In contrast, M2-like macrophage activation leads to the upregulation of Il-10 expression, while the expression of Il-12 is reduced [8]. The gene expression profile of our M1-like- and M2-like-polarized macrophages was in line with the expression reported in the literature (n = 33 agreed, n = 3 disagreed, S4 Table). 

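Of the 36 genes of the literature signature, 26 were higher and 10 were lower in M1-like than in M2-like macrophages at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test. Requiring at least 10 counts in every sample moved these numbers most, as it left 17 higher and 10 lower genes, since cytokine genes with almost no reads in M2-like macrophages no longer entered the test. Leaving out 1 sample at a time left 26 genes higher and 9 or 10 lower.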

As expected, compared to the M2-like macrophages, the M1-like macrophages upregulated the expression of proinflammatory cytokines and chemokines such as Il6, Il12, Tnfα, Ccl3 and Ccl4. In contrast, Tgfb2 and tissue repair genes such as Chil3 and Retnla exhibited upregulated expression in the M2-like macrophages and were associated with M2-like polarization. 

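Ccl3 (ENSMUSG00000000982, chromosome 11 from 83647844 to 83649355 on GRCm38) was expressed at 27.7 ± 7.02 CPM (SD, n = 3 mice) in M1-like and 9.07 ± 0.189 CPM in M2-like macrophages, a log2 fold change of 1.62 (standard error 0.15, adjusted p = 8.15e-07 from edgeR's quasi-likelihood test). Ccl4 (ENSMUSG00000018930, chromosome 11 from 83662584 to 83664683), on the same chromosome, was expressed at 18.1 ± 2.82 and 2.42 ± 0.214 CPM, a log2 fold change of 2.91 (standard error 0.13, adjusted p = 1.44e-09 from the same test). Both genes were higher in every M1-like than in every M2-like sample.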

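Chil3 (ENSMUSG00000040809, chromosome 3 from 106147554 to 106167564 on GRCm38) was expressed at 5927 ± 752 CPM (SD, n = 3 mice) in M2-like and 17.1 ± 4.80 CPM in M1-like macrophages, and the log2 fold change of M1-like against M2-like macrophages was -8.43 (standard error 0.26, adjusted p = 3.76e-11 from edgeR's quasi-likelihood test). Retnla (ENSMUSG00000061100, chromosome 16 from 48842551 to 48844461) was expressed at 231 ± 42.2 and 20.1 ± 1.52 CPM, a log2 fold change of -3.52 (standard error 0.13, adjusted p = 1.51e-10 from the same test). For Tgfb2 (ENSMUSG00000039239, chromosome 1 from 186622792 to 186705989), expression was 9.91 ± 1.80 CPM in M2-like and 5.63 ± 0.964 CPM in M1-like macrophages, a log2 fold change of -0.81 (standard error 0.20, adjusted p = 0.00293 from the same test), the smallest of these differences.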

In the rest of the manuscript, the described list is denoted as the literature signature (S2 Fig).

### In silico reprogramming of activated macrophages reveals key regulators for the metabolic switch

Gene set enrichment analysis and mechanistic modeling revealed distinct regulation of central energy metabolism, anabolism and catabolism in M1- and M2-like macrophages. Next, we aimed to identify the transcriptional regulators of this regulatory switch. Our detailed workflow was as follows (Fig 3): first, we selected 76 metabolic genes of enriched pathways of energy metabolism including also genes of the citrate cycle and the pentose phosphate pathway. We only considered genes with differential expression among the selected biochemical pathways including glycolysis, citrate cycle, the pentose phosphate pathway, fatty acid metabolism, IMP synthesis and arginine biosynthesis. To find the regulators that are also responsible for the differential expression of M1- and M2-like associated genes described in the literature, we added the 36 genes of the literature signature described in the previous section. This led to a list of 112 differentially expressed genes subsequently denoted as the *extended gene signature* (the list is given in Fig 4). 

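Of the 112 genes of the extended gene signature, 109 were differentially expressed between M1-like and M2-like macrophages at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test, 54 of them higher and 55 lower in M1-like macrophages. Gpt2, Prkab2 and Sucla2 did not pass the threshold. By pathway, 20 genes of glycolysis and the citrate cycle were higher and 22 lower among 43 genes, and for arginine synthesis 4 genes were higher and 5 lower among 10 genes. Between 106 and 109 of the 112 genes passed the threshold when 1 sample was left out.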

We predicted the potential regulators of these genes by estimating their gene expression profiles employing linear regression models. For each of these target genes, a model was set up. Each model contained an optimization parameter and the activity of each transcription factor (TFs) for which binding information was found in ChIP databases. The objective was to minimize the difference between the predicted and measured gene expression [22]. The models were constrained to select the same sets of regulators for several target genes employing Mixed Integer Linear Programming (constraint-based modeling). After employing a prioritization strategy, the nine top-ranking transcription factors were selected as regulators of all the genes in our signature. For reprogramming M2-like macrophages into M1-like macrophages *in silico*, we replaced the activities of the predicted regulators in M2-like macrophages with their activities in M1-like macrophages.

**Fig 3:**
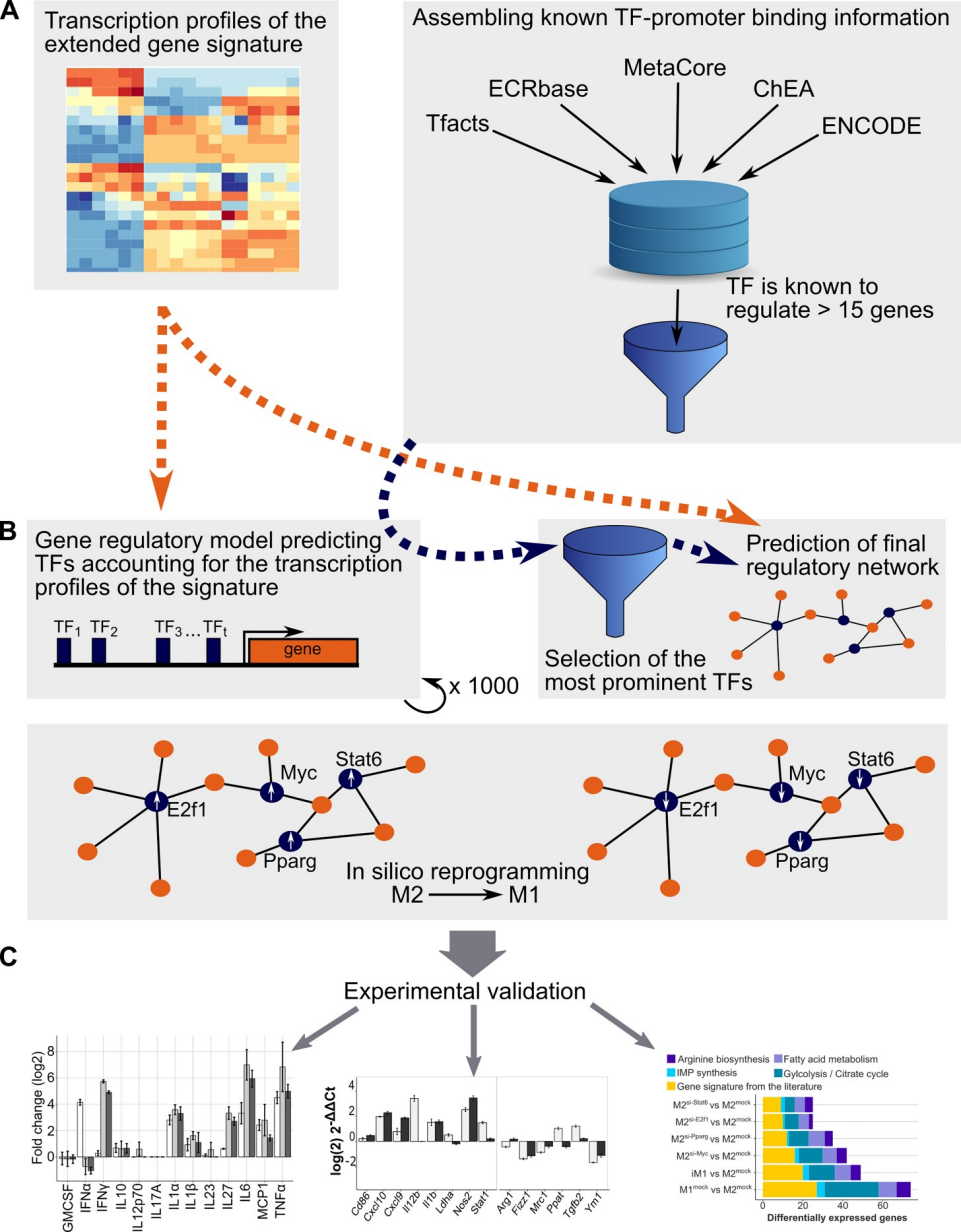
The analysis pipeline to obtain the gene regulatory model. (A) Gene expression profiles and evidence-based interactions for all transcription factors were collected. (B) After a pre-filtering step, the activity of each transcription factor was determined, and regulatory network models were generated. The transcription factors that were most often selected by the models across all target genes were incorporated into the extended gene signature, a parsimony model constructed, and *in silico* reprogramming was performed to convert the activities of these transcription factors into M1-like activities. (C) The predicted transcription factors were experimentally validated by investigating the cytokine secretion and transcription profiles of the reprogrammed M2-like macrophages after knocking down the expression of the predicted transcription factors.

**Fig 4:**
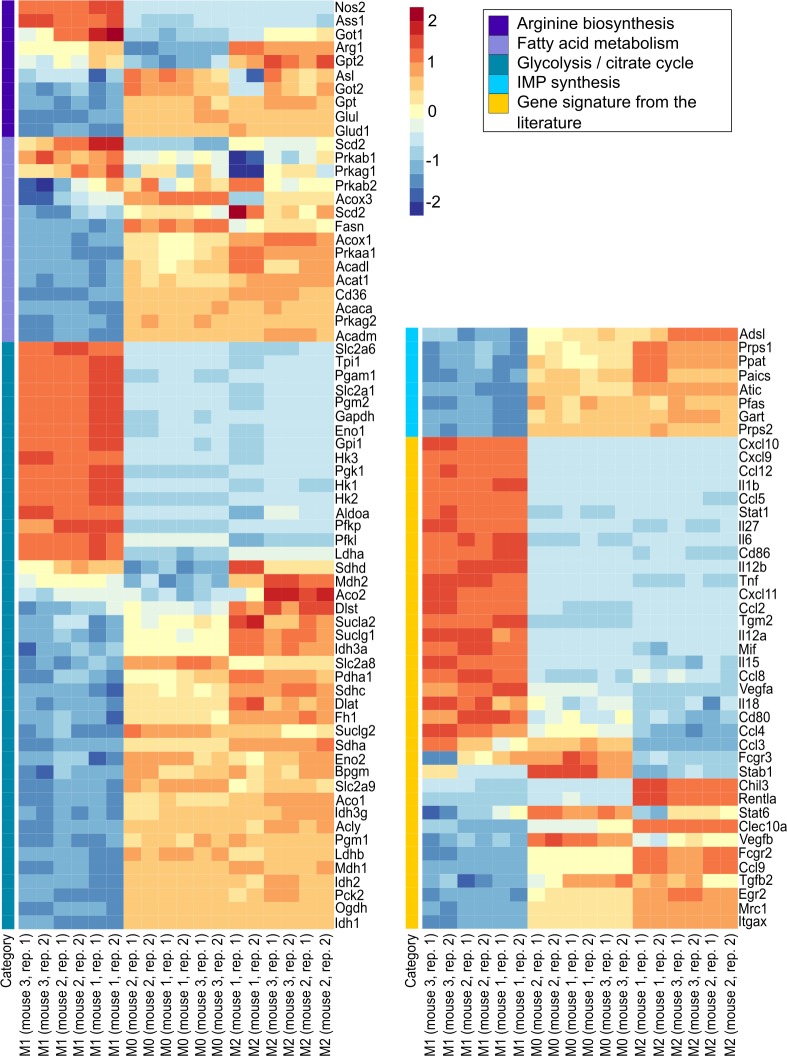
The relative expression (z-scores) of the extended gene signature comprising genes from arginine biosynthesis, fatty acid metabolism, glycolysis, the citrate cycle, IMP biosynthesis and the literature gene signature is shown. Red: upregulation, blue: downregulation, the columns represent biological (mouse 1, 2, 3) and technical (repl. 1, 2) replicates of M1-like, M0 and M2-like macrophages.

Following this strategy we determined five transcription factors, CTCF, E2F1, MYC, PPARγ, and STAT6, predicted to enable the reprogramming of M2-like macrophages into M1-like macrophages when silenced. S3 Fig shows the gene regulatory model. Interestingly, the activities of all five transcription factors were higher in M2-like macrophages than in M1-like macrophages. The majority of the genes were regulated by MYC followed by E2F1, CTCF, PPARγ and STAT6 (MYC: 72, E2F1: 57, CTCF: 28, PPARγ: 48, and STAT6: 14 genes). E2F1 and MYC were predicted to regulate a large cluster of metabolic genes, whereas the genes in the literature signature were predicted to be regulated mainly by PPARγ and STAT6. In our gene regulatory model, 85% of the observed genes switched their expression from an M2-like state into an M1-like state (S4 Fig). We also analyzed the performance of smaller models consisting of fewer regulators. Overall, the agreement with an M1-like expression pattern of the different combinations of the predicted transcription factors decreased when decreasing the number of regulators in the models. Employing the best combinations of four transcription factors, more than 78% and 76% of genes were in accordance with the extended gene signature of M1-like macrophages. These combinations were CTCF, E2F1, MYC, and PPARγ and E2F1, MYC, PPARγ, and STAT6, respectively. The latter combination yielded better predictions for the genes of the literature signature and, hence, was used for subsequent investigations. S2 Fig shows the corresponding gene regulatory model.

In summary, we identified short lists of transcription factors, most prominently CTCF, E2F1, MYC, PPARγ and STAT6, predicted to enable the reprogramming of M2-like macrophages into M1-like macrophages when their expression was knocked down.

### M2-polarized macrophages shift to the inflammatory phenotype upon knocking down the expression of the predicted regulators *in vitro*

In the next step, the predicted transcription factors were functionally validated. All five transcription factors were predicted to maintain the M2-like phenotype. According to our modeling results described in the previous section, we hypothesized that knocking down the expression of Ctcf, E2f1, Myc, Pparγ and Stat6 in M2-like macrophages should induce their repolarization into proinflammatory M1-like macrophages. Therefore, we investigated the changes in polarization upon transcription factor expression knockdown by measuring gene expression and cytokine secretion in M2-like macrophages after transfection with siRNA pools targeting the four transcription factors E2f1, Myc, Pparγ and Stat6. Knockdown efficiency was tested for each of these TFs at 24h, 48h and 72h after siRNA transduction showing for all except one condition and TF (E2F1, 48h) expression reduction by at least 50% (S6 Fig).

As a first validation, we performed qPCR analysis of selected genes of the literature signature at three time points after transfection. The highest impact of the knockdown on the gene expression of M1-like and M2-like associated genes was observed at 24 h and 48 h after transfection with the combined siRNA pool (Fig 5, S5 Table). Ten and eight out of fourteen M1- and M2-associated genes, respectively, switched their gene expression as expected at 24 h and 48 h after transfection. Nos2, an important M1 marker, exhibited highly upregulated expression at 24 h and 48 h after knockdown treatment, while the expression of the M2 marker Arg1 was decreased 24 h and 48 h after knockdown treatment. Furthermore, the observed ratio of the expression of M1/M2 associated genes in iM1-like and M2-like macrophages was in line with the observed ratio of expression in M1 and (mock treated) M2-like macrophages, the same eleven out of 14 genes showed the same trend in differential expression (see S7 Fig). Notably, if these TFs were silenced in M0 macrophages, i.e. without IL-4 stimulation, we observed a similar behaviour (S9 Fig), suggesting that these TFs prevent M1 polarization regardless of IL-4 stimulation. Knocking down the expression of all five predicted transcription factors (E2f1, Myc, Pparγ, Stat6, and Ctcf) resulted in a very similar shift towards the M1-like phenotype (S5 Fig). These findings suggested that knocking down Ctcf expression is not necessarily required for successful M1-like repolarization. Thus, the Ctcf-targeting siRNA pool was excluded in subsequent experiments focusing on the four selected transcription factors, E2f1, Myc, Pparγ and Stat6. M2-like macrophages treated with the siRNA pool targeting these four transcription factors are subsequently denoted as induced M1-like (iM1) macrophages.

Thirteen cytokines secreted by M2-polarized macrophages after transfection of the siRNA pool were measured at the protein level. Except for IL-10, all investigated cytokines are associated with a proinflammatory effect. The results are shown in Fig 6 (S8 Fig shows the absolute concentration values). At 24 h after transfection of the M2-like macrophages with the siRNA pool, the cytokine profile had already shifted to an M1-like phenotype in the transfected group compared to the control group (mock treated M2-like macrophages) (Fig 6A). These iM1 macrophages secreted the proinflammatory (M1-like) cytokines IFN-β, IL-1α, IL-6, IL-27, MCP1 and TNF-α but not IFN-γ. In accordance with the M1-like phenotype, the iM1 macrophages did not induce the secretion of IL-23, IL-1β, IL-17A, IL-12p70, IL-10 or GMCSF. Hence, aside from the shift from IFN-γ to IFN-β production in the iM1 macrophages, the iM1 and M1-like macrophages showed the same cytokine secretion pattern. This similarity became even more prominent after prolonged transfection periods, resulting in considerably higher amounts of all aforementioned cytokines upon transcription factor expression knockdown (48 h and 72 h post transfection, Fig 6B and 6C).

**Fig 5:**
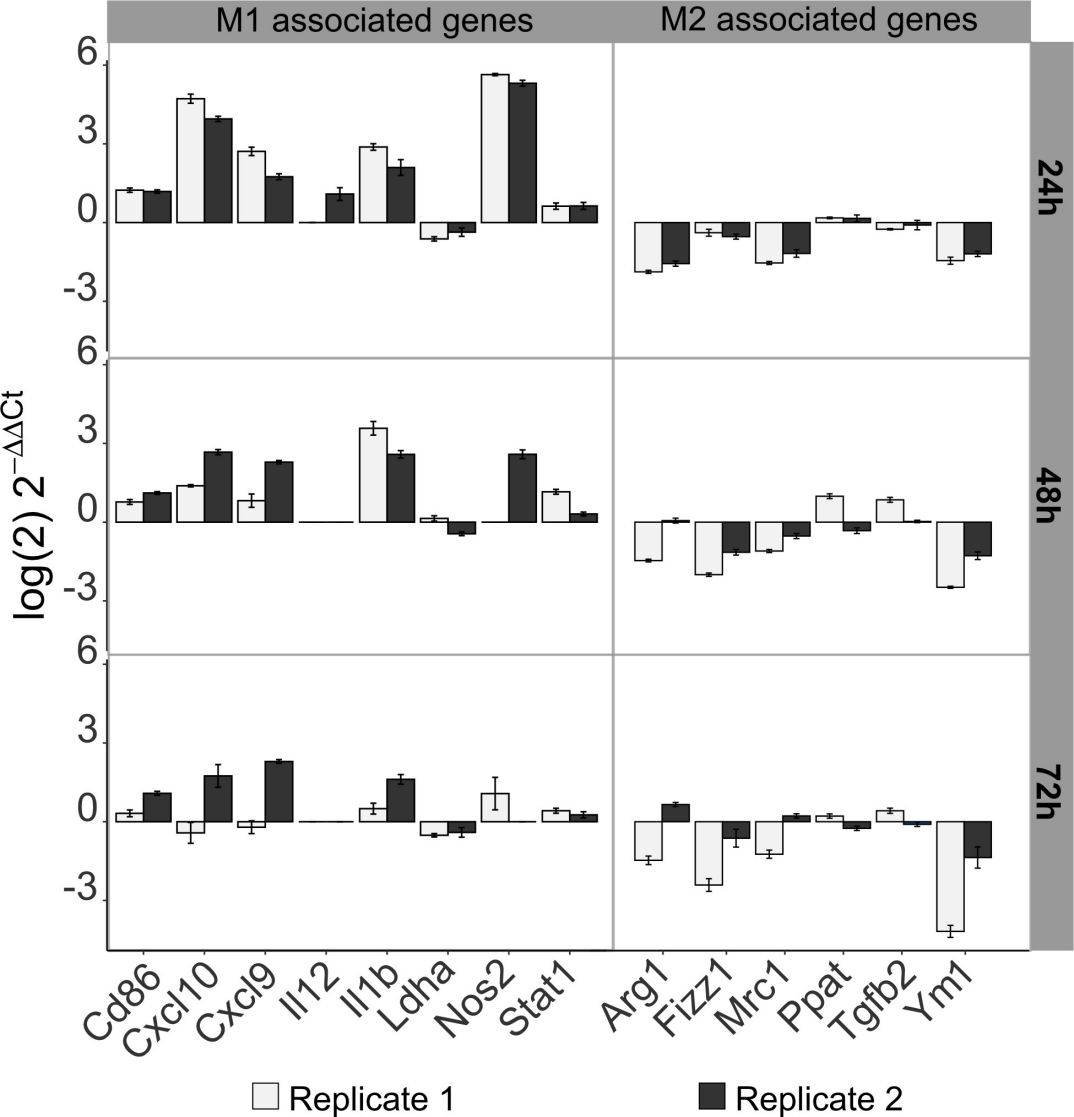
Transcriptional changes in M1-like- and M2-like-associated genes after knocking down the expression of four selected TFs were experimentally determined by quantitative PCR. The log2-fold changes in the gene expression of 15 genes from the literature signature in iM1 macrophages (M2-like after knockdown of E2f1, Myc, Pparγ, Stat6) relative to that in the (mock treated) M2-like macrophages are shown. Samples were extracted 24 h, 48 h and 72 h after siRNA treatment. Error bars are based on the standard error of technical replicates. Genes were considered successfully reprogrammed if a switch towards an M1-like phenotype was observed in both biological replicates (replicates 1 and 2 in gray and black, respectively).

**Fig 6:**
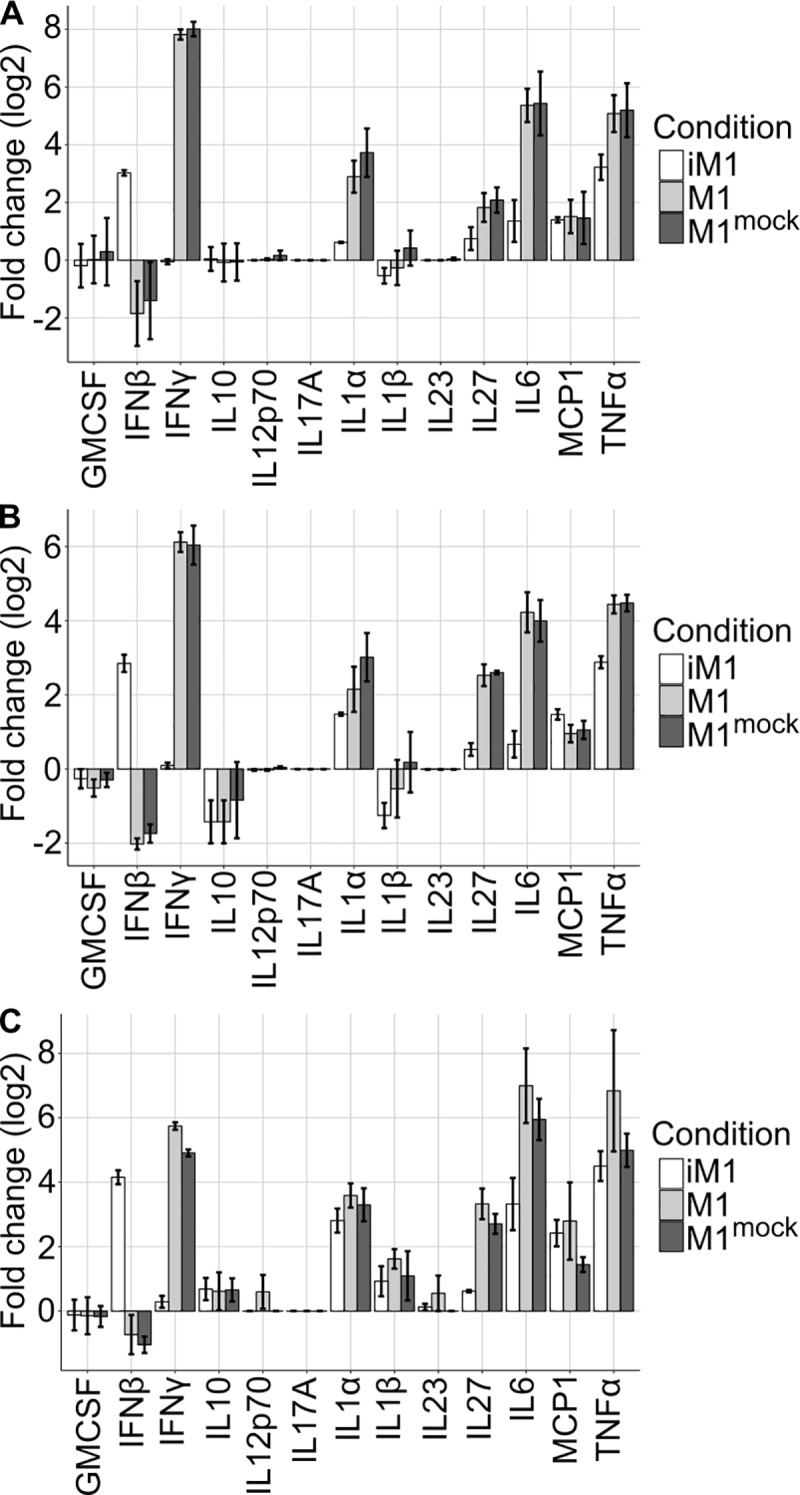
The quantification of cytokines released by M2-polarized macrophages upon transfection with siRNA pools was performed by multiplex analysis. Enhanced secretion of IFN-β, IL-1α, IL-6, IL-27, MCP1 and TNF-α but not IFN-γ was detected at 24 h (A), 48 h (B) and 72 h (C) after transfection in M2-like macrophages treated with the combined siRNA pool targeting E2f1, Myc, Pparγ and Stat6 (iM1) compared to (mock treated) M2-like macrophages.

To obtain a broader overview of the impact of the regulators with knocked-down expression on the transcriptome of iM1 macrophages, RNA sequencing was performed to obtain the iM1 transcription profile. In addition, we determined the transcription factors maximally contributing to this shift and performed RNA sequencing of M2-like macrophages after knocking down the expression of single genes.

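For the reprogramming experiment, 36 libraries of paired-end reads of 150 nucleotides were used, from 12 conditions with 3 replicates each. M2-like macrophages, kept for 24 h with 10 ng/ml IL-4, had been transfected with siRNA pools against E2f1, Myc, Pparg and Stat6 together (iM1) or against 1 of these genes, with a negative siRNA pool, or without siRNA (mock), and were harvested 48 h after transfection. By the paper's methods, culture after transfection was without IL-4. Mock-treated M0 and M1-like macrophages and untransfected M0, M1-like and M2-like macrophages made up the other conditions. The authors deposited the read counts per gene, made as in the polarization experiment, and between 13421854 and 19704195 reads per library were counted on genes. All 12 conditions entered 1 model, fitted over the 14172 genes that passed the filter, and fold changes are given against M2-like mock macrophages unless another reference is named. Counts were simulated from these libraries in the same way and with the same limits, with 200 of 13769 genes changed. Of the changed genes, 200 were recovered, and 6 unchanged genes were called, 2.91% of the calls. The targets of the siRNA pools were examined first. Their normalized expression is given in percent of the mean of M2-like mock macrophages. E2f1 was at 18.9% ± 3.03 (SD, n = 3 replicates) after the knockdown of E2f1 and at 45.2% ± 1.50 in iM1 macrophages. Myc was at 35.4% ± 7.45 after the knockdown of Myc and at 36.8% ± 2.97 in iM1 macrophages. Pparg was at 24.1% ± 2.82 after its own knockdown and at 31.0% ± 2.46 in iM1 macrophages, and Stat6 was at 27.9% ± 5.91 and 55.1% ± 4.92, respectively. For the negative siRNA pool, expression was 74.8% ± 9.20 for E2f1, 93.0% ± 9.18 for Myc, 109.6% ± 6.70 for Pparg and 102% ± 2.24 for Stat6. E2f1, Pparg and Stat6 were reduced less by the combined pool than by their own pool, by more than the SD between replicates.

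**Figure D2:**
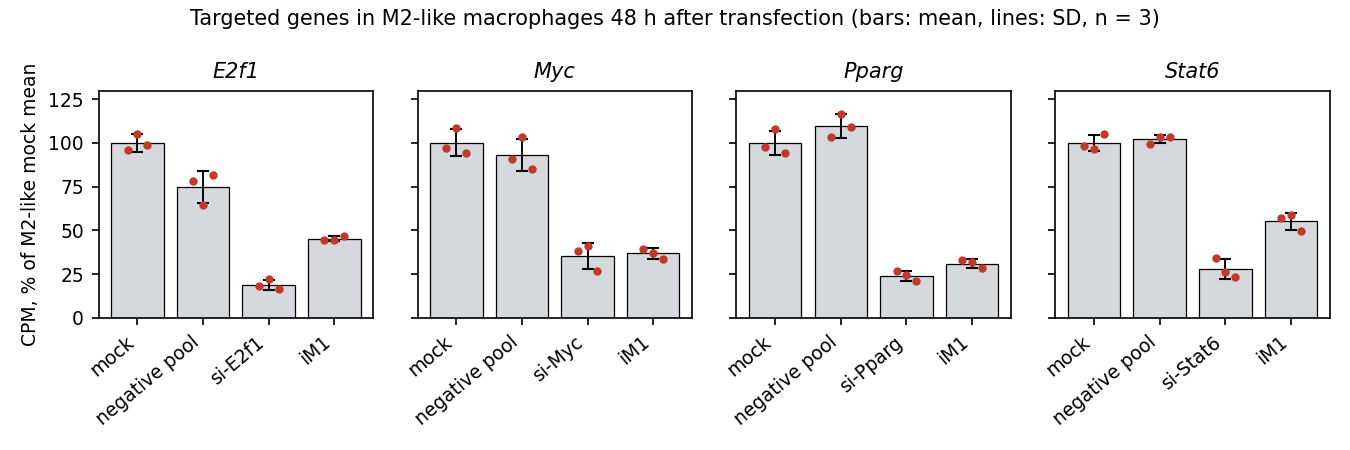
Normalized expression of E2f1, Myc, Pparg and Stat6 in percent of the mean of M2-like mock macrophages, for mock, the negative siRNA pool, the knockdown of the gene itself and iM1; bars are means, lines are SD and points are the 3 replicates. Each target lies lowest after its own knockdown, and in iM1 macrophages Stat6 remains at 55.1%.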

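Compared to M2-like mock macrophages, the knockdown of Myc changed the most genes of the single knockdowns, with 2808 genes higher and 2674 lower at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test. The knockdown of Pparg gave 1359 higher and 1082 lower genes, that of E2f1 894 and 754, and that of Stat6 869 and 755. The combined knockdown gave 2687 higher and 2567 lower genes. With the negative siRNA pool alone, 945 genes were higher and 713 lower. With the negative siRNA pool in place of mock as the reference, the choice that moved these numbers most apart from the fold change threshold, 1975 genes were higher and 2213 lower after the knockdown of Myc, 384 and 430 for Pparg, 37 and 92 for E2f1, 66 and 148 for Stat6, and 1778 and 1972 in iM1 macrophages. Replicates carry the same numbers in all conditions, and their deviations from the condition mean had a median Pearson correlation across 10223 genes of 0.18 for 198 pairs with the same number and -0.08 for 396 pairs with different numbers. With the replicate number as a replicate block, 3076 genes were higher and 2919 lower after the knockdown of Myc, 1610 and 1272 after that of Pparg, 1094 and 953 after that of E2f1, 1104 and 988 after that of Stat6, and 2933 and 2759 in iM1 macrophages.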

The reprogramming of M2-like-polarized macrophages into iM1 macrophages resulted in iM1 macrophages with an expression profile very similar to that of M1-like macrophages (P = 3.04E-09, Fisher’s exact test). 

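In the reprogramming experiment, 4373 genes were higher and 4224 lower in M1-like mock than in M2-like mock macrophages, and 42 genes of the extended gene signature were among the higher and 36 among the lower ones. Of these 42 higher genes, 24 were also higher in iM1 macrophages, where 10.5 would be expected by chance, and 4 other genes of the signature were higher in iM1 macrophages without being so in M1-like mock macrophages (Fisher's exact test over the 112 genes, one-sided, p = 1.73e-09). For the lower genes, the overlap was 23 of 36, with 10.6 expected (Fisher's exact test, one-sided, p = 9.43e-08). Among the alternatives, the negative siRNA pool as the reference of the knockdown moved the p-value for the higher genes most, to 4.17e-05. For the negative siRNA pool against mock, the overlap was 7 of the 42 higher genes and 12 of the 36 lower genes (Fisher's exact test, one-sided, p = 0.0253 and p = 6.04e-05). Genes of a signature are not independent of each other, so these p-values describe the overlap of gene lists and not the spread between replicates. The lists against mock also share the M2-like mock libraries with the M1-like list, and noise in these libraries can raise the overlap. With the negative siRNA pool as the reference, the lists do not share libraries.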

Fig 7A shows the first principal component for the gene signature (112 genes) and Fig 7B shows the first principal component for all profiled genes. 

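A principal component analysis was made of the log2 CPM of the genes, scaled to unit variance, in M0 mock, M1-like mock, M2-like mock and iM1 macrophages, and the position on the first component was expressed in percent of the way from the mean of M2-like mock to that of M1-like mock macrophages. For the extended gene signature, iM1 macrophages lay at 42.7% ± 2.73 (SD, n = 3 replicates), between 40.8% and 45.8%, and M0 mock macrophages at 12.0% ± 1.82. For all genes that passed the filter, iM1 macrophages lay at 33.1% ± 1.42, between 31.9% and 34.7%. Every iM1 library lay above every M2-like mock library and below every M1-like mock library, and an exact permutation test of 3 against 3 replicates cannot give a two-sided p below 0.1. Centring the genes without scaling placed iM1 macrophages at 32.1% for the signature, and starting from the negative siRNA pool in place of mock placed them at 26.4% for all genes, the lowest values of the alternatives.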

As shown in Fig 7C and S6 Table, the majority of the genes in the literature signature were affected by our approach of the combined expression knockdown: in the iM1 macrophages, 74% (20 out of 27) of the genes in this signature were correctly reprogrammed, and 62% (29 out of 47) of the metabolic genes were successfully reprogrammed (complete extended gene signature: 49 out of 74, i.e., 66% correctly reprogrammed). 

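Of the 112 genes of the extended gene signature, 78 were differentially expressed between M1-like mock and M2-like mock macrophages at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test, 27 of the literature signature and 51 metabolic genes. In iM1 macrophages, 47 of these 78 genes (60.3%) were changed in the M1-like direction at the same threshold, 24 of them upwards and 23 downwards. They were 19 of the 27 genes of the literature signature (70.4%) and 28 of the 51 metabolic genes (54.9%). Pgam1, Hk3 and Ccl3 were changed in the opposite direction. With the negative siRNA pool as the reference, 32 genes were changed in the M1-like direction, 29 of them among the 47 genes, and requiring an absolute log2 fold change of at least 1, the alternative that moved the number most, left 20. With the replicate number as a block, with a median correlation of 0.18 between equally numbered and -0.08 between other replicates, 50 genes were counted.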

Additionally, knocking down the expression of single transcription factors from our list induced a significant switch from an M2-like phenotype towards an M1-like phenotype (Myc: P = 5.68E-07, Pparγ: P = 2.20E-06, E2f1: P = 1.43E-05, and Stat6: P = 8.09E-03, Fisher’s exact test). 

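The number of signature genes changed in the M1-like direction was 44 after the knockdown of Myc, 32 after that of Pparg, 22 after that of E2f1 and 21 after that of Stat6, out of the same 78 genes. For the upregulated genes, the overlap with M1-like mock macrophages was 22 genes for Myc (Fisher's exact test, one-sided, p = 1.27e-06), 18 for Pparg (p = 1.41e-05), 13 for E2f1 (p = 4.17e-05) and 9 for Stat6 (p = 0.0161). Against mock, the negative siRNA pool changed 19 of the 78 genes in the M1-like direction. All lists against mock share the M2-like mock libraries with the M1-like list, and the negative siRNA pool as the reference removes this as well. Of the genes counted above, 29 for Myc, 8 for Pparg, 2 for E2f1 and 1 for Stat6 also passed the threshold in the same direction against the negative siRNA pool. With that pool as the reference throughout, the overlap of upregulated genes gave p = 0.00170 for Myc, p = 0.147 for Pparg, p = 1.00 for E2f1 and p = 1.00 for Stat6 (Fisher's exact test, one-sided).

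**Figure D3:**
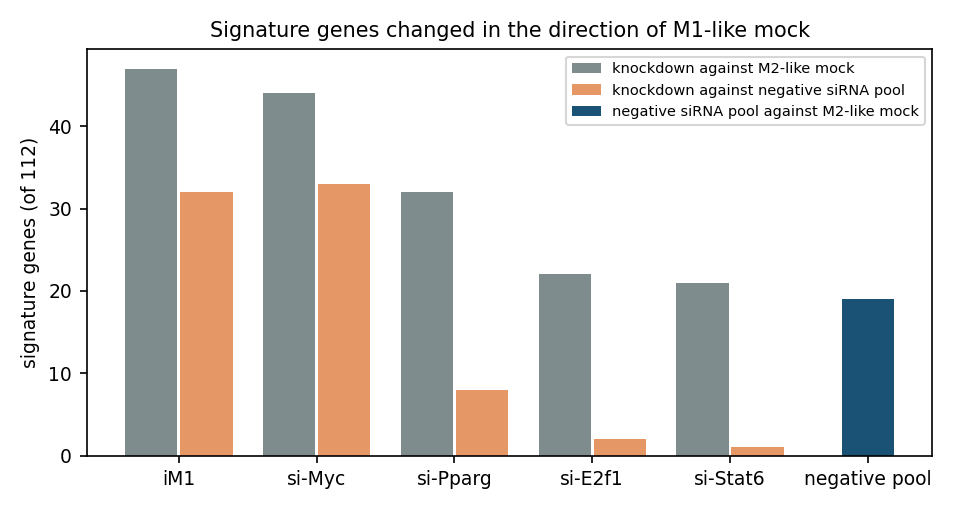
Number of genes of the extended gene signature changed in the M1-like direction (adjusted p-value under 0.05) in each knockdown, with M2-like mock macrophages or the negative siRNA pool as the reference, and for the negative siRNA pool against mock. With the negative siRNA pool as the reference, the number falls to 33 for Myc, 8 for Pparg, 2 for E2f1 and 1 for Stat6.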

Knocking down the expression of the predicted transcription factors affected genes involved in central metabolism including arginine synthesis, IMP synthesis, fatty acid synthesis, glycolysis and the citrate cycle. 

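In iM1 macrophages, the genes changed in the M1-like direction were 5 of the 7 genes of arginine synthesis, 8 of the 9 genes of fatty acid metabolism, 12 of the 29 genes of glycolysis and the citrate cycle, and 3 of the 6 genes of IMP synthesis that differed between M1-like mock and M2-like mock macrophages. After the knockdown of Myc, these numbers were 5, 7, 13 and 2, after that of Pparg 3, 7, 9 and 1, after that of E2f1 2, 4, 6 and 0, and after that of Stat6 3, 4, 4 and 1. They were 1, 4, 5 and 2 for the negative siRNA pool against mock. Among the 12 genes of glycolysis and the citrate cycle in iM1 macrophages, 6 were higher and 6 were lower. Of the 3 genes of IMP synthesis in iM1 macrophages, 1 was higher (Adsl) and 2 were lower. Adsl, Prps1 and Pfas were higher in M1-like mock than in M2-like mock macrophages, opposite to their direction in the polarization experiment.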

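Counted over the 51 metabolic genes of the signature that differed between M1-like mock and M2-like mock macrophages, 27 were changed in the M1-like direction after the knockdown of Myc and 20 after the knockdown of Pparg, at an adjusted p-value under 0.05. The knockdowns of E2f1 and of Stat6 gave 12 genes each, and so did the negative siRNA pool. Leaving out 1 replicate at a time gave 24 to 27 genes for Myc and 18 to 22 for Pparg. Against the negative siRNA pool, 19 of the 27 genes for Myc and 7 of the 20 genes for Pparg passed the threshold in the same direction.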

Our results indicated that the reprogramming of metabolic genes was mainly mediated by knocking down the expression of Myc (26 genes when individually knocked down) and Pparγ (23 genes when individually knocked down). 

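Chil3 was expressed at 515 ± 72.2 CPM (SD, n = 3 replicates) in iM1 and 849 ± 142 CPM in M2-like mock macrophages, a log2 fold change of -0.72 (standard error 0.16, adjusted p = 0.000524 from edgeR's quasi-likelihood test), and every iM1 library lay below every mock library. Retnla was expressed at 103 ± 56.0 and 289.6 ± 174 CPM, a log2 fold change of -1.48 (standard error 0.47, adjusted p = 0.0121 from the same test). Leaving out 1 replicate at a time gave -2.01 to -0.91, and the fall no longer passed the threshold in 3 of the 6 fits. The replicates of Retnla overlapped between the conditions, and against the negative siRNA pool its log2 fold change was -1.15 (standard error 0.46, adjusted p = 0.0661 from the same test). For Tgfb2, expression was 2.11 ± 0.276 CPM in iM1 and 9.06 ± 1.47 CPM in mock macrophages, a log2 fold change of -2.11 (standard error 0.24, adjusted p = 2.35e-08 from the same test). The negative siRNA pool alone lowered Tgfb2 by a log2 fold change of -1.10 (standard error 0.22, adjusted p = 0.000848 from the same test), whereas for Chil3 its log2 fold change was 0.05 (standard error 0.16, adjusted p = 0.889).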

We observed decreased expression of tissue repair genes (Chil3 and Retnla) and Tgfb2 (S1 Fig). Consistent with previous findings, the expression of M1-associated cytokines (Il6 and Tnfα) was upregulated in the iM1 macrophages. 

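Il6 was barely expressed at this time, with 0.491 ± 0.238 CPM (SD, n = 3 replicates) in iM1, 0.0467 ± 0.0810 CPM in M2-like mock and 0.557 ± 0.132 CPM in M1-like mock macrophages. The log2 fold change of iM1 against M2-like mock macrophages was 3.24 (standard error 0.80, adjusted p = 0.00170 from edgeR's quasi-likelihood test), and 1.55 against the negative siRNA pool (standard error 0.61, adjusted p = 0.0579 from the same test). The value against mock ranged from 2.69 to 6.02 when 1 replicate was left out at a time. Tnf rose from 9.50 ± 0.576 CPM in M2-like mock to 37.1 ± 6.85 CPM in iM1 macrophages, a log2 fold change of 1.96 (standard error 0.20, adjusted p = 1.56e-09 from the same test). Against the negative siRNA pool, the log2 fold change of Tnf was 1.49 (standard error 0.19, adjusted p = 4.13e-07 from the same test). For both genes, every iM1 library lay above every M2-like mock library.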

Regarding the differential expression of all genes (not only those in the focused gene signature), we observed 3,999 and 4,447 genes to be differentially regulated in the M1-like macrophages compared to the M2-like macrophages, respectively, and of these genes, 44% were correctly reprogrammed in the iM1 macrophages (overlap of 1,431 genes with upregulated expression and 2,438 genes with downregulated expression).

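Over all genes, 3498 of the 8597 genes that differed between M1-like mock and M2-like mock macrophages (40.7%) were changed in the same direction in iM1 macrophages at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test, 1705 of them upwards and 1793 downwards, and 441 were changed in the opposite direction. Requiring an absolute log2 fold change of at least 1 moved these counts most, to 328 upwards and 329 downwards. The negative siRNA pool changed 1014 of the 8597 genes in the M1-like direction (11.8%) and 224 in the opposite direction. Of the 3498 genes, 2025 passed the threshold in the same direction against the negative siRNA pool.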

**Fig 7:**
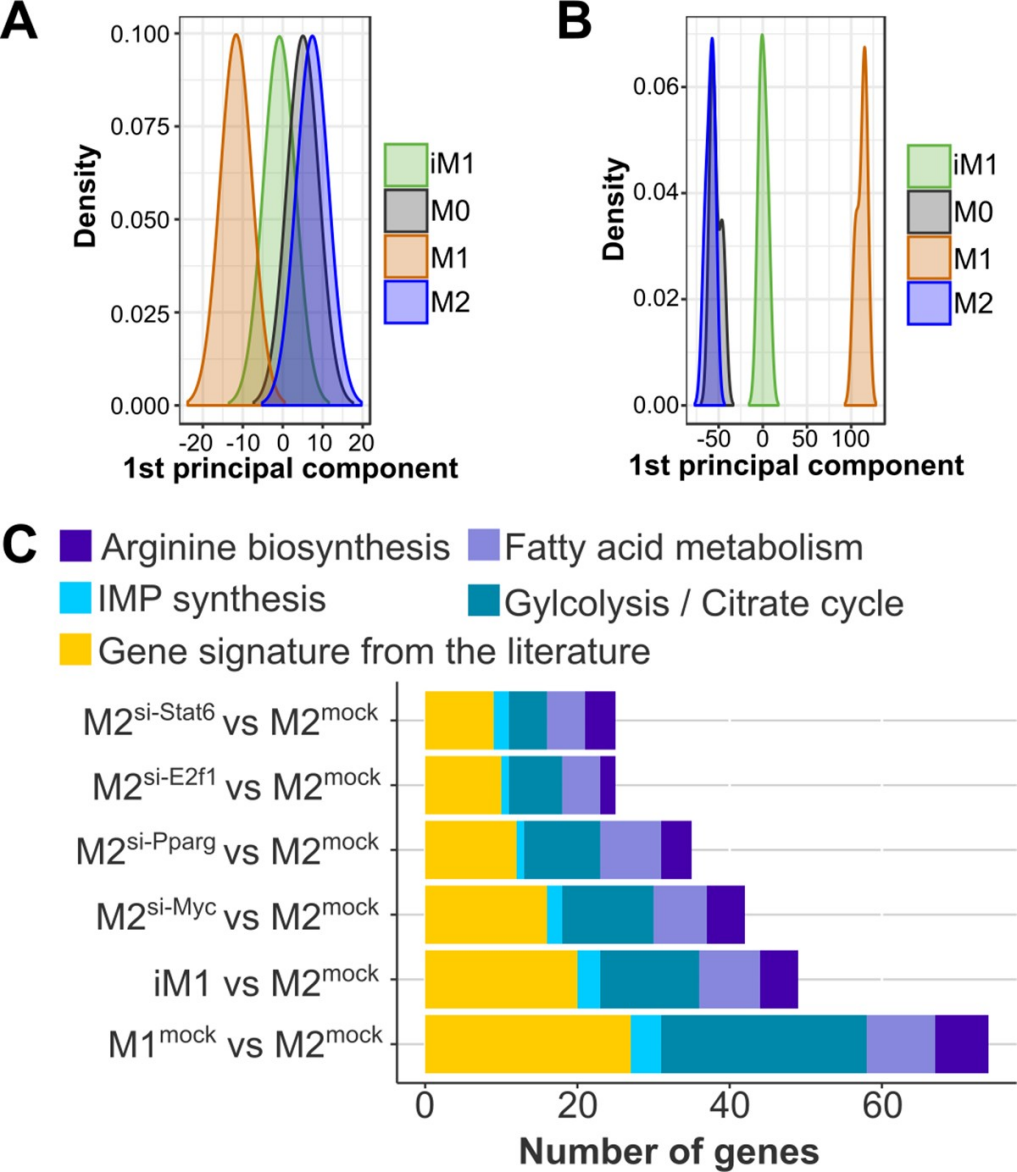
The impact of the predicted regulators on metabolic and M1/M2 associated genes was investigated on a large scale by profiling the transcriptome of iM1 macrophages (reprogrammed M2-like macrophages). The first principal component of our gene signature (n = 112 genes) (A) and all profiled genes (B) show the shift of iM1 from M2-like macrophages towards M1-like macrophages. (C) The reprogramming effect of the predicted regulators on the extended gene signature is visualized as the number of genes that were differentially expressed in the same direction after TF expression knockdown in M2-like macrophages as the expression observed in M1-like macrophages compared to that observed in (mock treated) M2-like macrophages.

In summary, quantitative gene expression and cytokine secretion analysis demonstrated efficient but incomplete *in vitro* repolarization of M2-like macrophages into an iM1 phenotype mediated through knocking down the expression of the predicted regulators E2f1, Myc, Pparγ and Stat6. Combined expression knock down of these regulators reprogrammed more genes in the M1-like direction than individual expression knock down, indicating a cumulative effect of these transcription factors on the regulation of M2-like to M1-like polarization.

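The combined knockdown changed 47 signature genes in the M1-like direction, of which 45 were changed by at least 1 of the single knockdowns as well, and 5 genes were changed by a single knockdown and not by the combined one. In comparison to the knockdown of Myc, 43 genes were shared, 4 were found for the combined knockdown alone and 1 for that of Myc alone. With the negative siRNA pool as the reference of the knockdowns, the order was reversed, with 32 signature genes for the combined knockdown and 33 for that of Myc. Counted over all genes, the knockdown of Myc changed 3619 genes in the M1-like direction, more than the 3498 genes in iM1 macrophages, whereas that of Pparg changed 1573, that of E2f1 1089 and that of Stat6 1049. Tested directly, iM1 macrophages and macrophages after the knockdown of Myc differed in 7 genes at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test and in 427 genes at an unadjusted p-value under 0.05. All 7 genes were lower in iM1 macrophages, and Pparg, Stat6 and E2f1 were among them, the other ones being Angptl4, Sort1, Gm13910 and Snx27. With the replicate number as a block, 8 genes differed, and 2023 genes were higher in iM1 macrophages than with the negative siRNA pool, next to the value of 1778 without the block. From the larger number of signature genes changed by the combined knockdown than by each single one, the paper proposes a cumulative effect of the transcription factors on the change from M2-like to M1-like polarization.

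**Figure D4:**
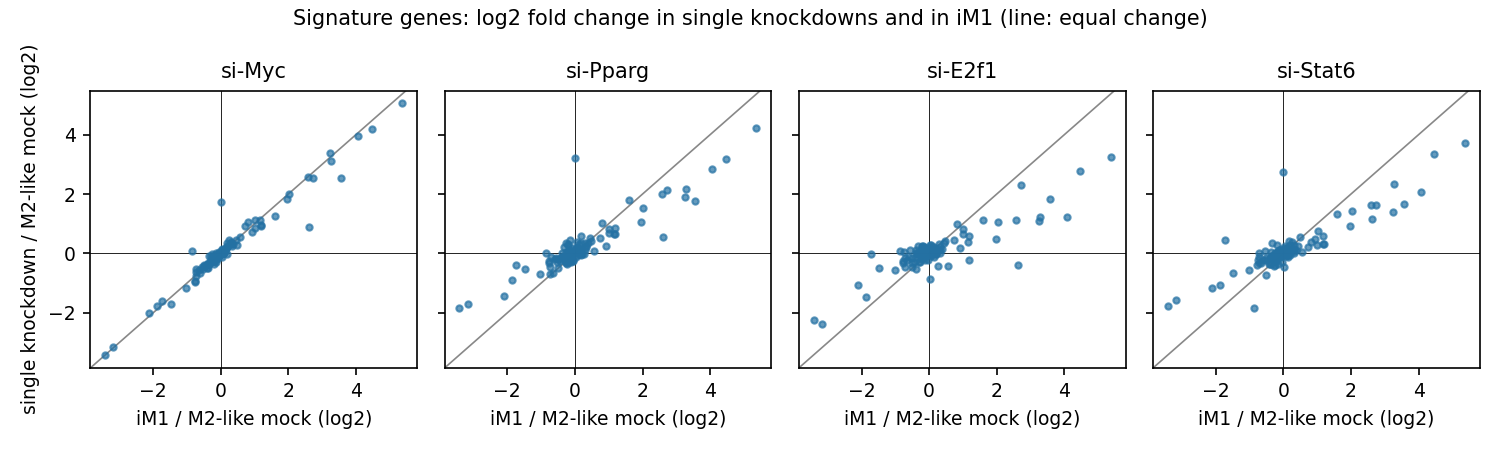
Log2 fold changes of the 110 tested genes of the extended gene signature against M2-like mock macrophages after each single knockdown (vertical axis) and in iM1 macrophages (horizontal axis); each point is a gene, and the line marks equal changes. The points for the knockdown of Myc lie close to the line, and those for Pparg, E2f1 and Stat6 spread along flatter slopes.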

## Discussion

We identified differences in metabolic regulation when comparing M1-like- and M2-like-polarized macrophages derived from peritoneal exudate cells (PECs). In the M1-like macrophages, genes involved in immune responses and metabolic processes such as nitric oxide synthesis and glycolysis, respectively, exhibited upregulated expression. Aerobic glycolysis, also known as the “Warburg effect”, has been described as an exploitative process in which ATP is produced rather lineally by converting glucose into lactate [23]. In addition to occurring in tumor cells, the Warburg effect has also been observed in immune cells [24–27]. We noted upregulated expression of all genes involved in the aerobic glycolysis pathway from hexokinases to lactate dehydrogenase in the M1-like macrophages. This enhanced gene expression pattern enables fast energy supply, which is needed for cytokine production and effective eradication of invading pathogens. This is in line with observations in several studies that shifting to glycolysis and away from the TCA cycle lead to more inflammatory macrophages [28,29]. ONeill and Pearce suggested that aerobic glycolysis enables induced NADPH production, either via the pentose phosphate pathway or via malic enzyme and pyruvate, to produce NO via iNOS or to produce other radical oxygen species [30]. Similarly, Jha *et al*. observed increased glycolytic activity and reduced oxidative phosphorylation activity in bone marrow-derived macrophages upon stimulation with LPS and IFNγ [10]. In turn, the M2-like macrophages showed rather upregulation of oxidative phosphorylation and anabolic metabolic processes such as amino acid and nucleotide biosynthesis, and, fatty acid metabolism was upregulated. ONeill and Peace suggested that glycolysis suits M1 for fast, short-termed activation affecting bacteria or fungi, whereas oxidative processes may rather support the survival of M2 macrophages during their longer and persisting combat with parasitic helminth infections [30].

Next, we sought to determine the regulators responsible for the metabolic and functional reprogramming of the M2-like macrophages. To focus our reprogramming efforts, we assembled a gene signature comprising 112 genes from the central metabolic pathways with the most differences between the M1- and M2-like macrophages as well as M1- and M2-associated genes from the literature. Employing the transcription profiles of the M1- and M2-like macrophages and generic chromatin binding information from databases, we generated a mixed integer linear programming-based gene regulatory model followed by a statistical analysis pipeline and determined a refined list of four transcription factors (E2F1, MYC, PPARγ and STAT6) predicted to be responsible for the differential gene regulation between the M1- and M2-like macrophages. By knocking down the expression of all four regulators in M2-polarized macrophages, we induced upregulated expression of M1-associated genes and downregulated expression of M2-associated genes. We observed that 66% of the genes were correctly reprogrammed i.e., differentially expressed in the same direction as that observed in M1-like macrophages (mock treated) compared to that observed in M2-like macrophages (mock treated). In addition, 13 secreted cytokines were investigated. Both, the gene expression levels and the secreted amounts of all proinflammatory cytokines analyzed, except IFNγ, were increased in the reprogrammed macrophages, again indicating the switch to an M1-like phenotype. Instead of higher secretion of IFNγ, higher secretion of IFNβ was observed in the reprogrammed macrophages compared with the control M2-like macrophages. This secretion pattern contrasted with the observed secretion pattern in the M1-like macrophages but is actually in agreement with a recent report in which M1-like macrophages showed increased IFNβ secretion [31]. Overall, we observed that 8,446 genes were differentially expressed between M1-like and M2-like macrophages. In our reprogrammed iM1 macrophages, 44% of these genes showed correct differential expression. It thus would be intriguing to expand these studies in future projects. Hence, the experimental validations confirmed that our predicted regulators were essential for maintaining the M2-like phenotype, and moreover, the inhibition of these regulators allowed M2-like macrophages to be driven into an activation state similar to that of M1-like macrophages.

All predicted transcription factors were active in M2-like macrophages, and siRNA-mediated knockdown repressed their transcription and hence their activity. 

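In M2-like mock macrophages of the reprogramming experiment, E2f1 (ENSMUSG00000027490, chromosome 2 from 154559407 to 154569892 on GRCm38) was expressed at 26.8 ± 1.32 CPM (SD, n = 3 replicates), Myc (ENSMUSG00000022346, chromosome 15 from 61985391 to 61990374) at 21.7 ± 1.67 CPM, Pparg (ENSMUSG00000000440, chromosome 6 from 115360951 to 115490399) at 119 ± 8.28 CPM and Stat6 (ENSMUSG00000002147, chromosome 10 from 127642986 to 127660957) at 288 ± 13.3 CPM. After its own knockdown, the log2 fold change was -2.40 for E2f1 (standard error 0.12, adjusted p = 3.96e-15 from edgeR's quasi-likelihood test), -1.49 for Myc (standard error 0.16, adjusted p = 4.93e-09), -2.05 for Pparg (standard error 0.09, adjusted p = 1.40e-17) and -1.84 for Stat6 (standard error 0.10, adjusted p = 5.75e-15). In iM1 macrophages, it was -1.14 for E2f1, -1.44 for Myc, -1.69 for Pparg and -0.86 for Stat6. The knockdown of Myc also lowered Pparg, with a log2 fold change of -0.48 (standard error 0.08, adjusted p = 1.36e-05 from the same test). M1-like mock macrophages had lower expression than M2-like mock macrophages for Myc, by a log2 fold change of -2.63 (standard error 0.18, adjusted p = 2.20e-14 from the same test), and Pparg, by -2.45, and no difference past the threshold for E2f1, at 0.10 (adjusted p = 0.411 from the same test), and Stat6, at -0.01 (adjusted p = 0.925). In the polarization experiment, M1-like macrophages had higher expression than M2-like macrophages for Stat6, by a log2 fold change of 0.35 (standard error 0.07, adjusted p = 0.000584 from the same test), and E2f1, by 0.22 (standard error 0.08, adjusted p = 0.0341), and lower expression for Myc, by -4.89, and Pparg, by -7.47. The difference of E2f1 no longer passed the threshold in 3 of the 6 fits that left out 1 sample. It also did not pass without the filter or with only the compared groups in the model. The difference of Stat6 passed in all of these. All these values are of mRNA. The paper computes the activity of a factor from the expression of its target genes, so the mRNA values do not decide that activity.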

Interestingly, the expression of cell cycle regulators such as MYC and E2F1 needed to be knocked down to achieve reprogramming, suggesting that enforced cell cycle arrest in M2-like macrophages might stimulate the acquisition of an M1-like phenotype. Indeed, from the other direction, it has been shown that intercalator-induced DNA damage reprograms white blood cells into tolerance or resilience in a murine sepsis model [32]. In activated macrophages, multiple and distinct roles of the cell cycle have been observed in M1- and M2-like macrophages. Considering M2-like macrophages, the simultaneous injection of IL-4 and thioglycollate into the murine peritoneal cavity triggers rapid proliferation in tissue-resident macrophages *in situ* [33]. In turn, it has been observed that in M1-like macrophages, the gene expression of immunostimulatory MHC class II molecules is regulated by the cell cycle [34].

Furthermore, we estimated the influence of each of the predicted regulators by targeting E2f1, Myc, Pparγ and Stat6 individually. Increased gene expression of inflammatory cytokines after individually knocking down Myc expression showed that this transcription factor is a potential inhibitor of M1-like activation. 

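After the knockdown of Myc alone, Il6 was expressed at 0.545 ± 0.121 CPM (SD, n = 3 replicates), a log2 fold change against M2-like mock macrophages of 3.37 (standard error 0.78, adjusted p = 0.000877 from edgeR's quasi-likelihood test). This value ranged from 2.81 to 6.15 when 1 replicate was left out at a time. Tnf was expressed at 33.7 ± 9.54 CPM, a log2 fold change of 1.82 (standard error 0.20, adjusted p = 6.59e-09 from the same test). Il1a rose from 25.8 ± 6.14 CPM in mock macrophages to 53.7 ± 6.11 CPM, a log2 fold change of 1.05 (standard error 0.17, adjusted p = 8.33e-06 from the same test). Ccl2 (ENSMUSG00000035385), which encodes the chemokine MCP1, rose from 9.27 ± 2.78 to 55.6 ± 9.39 CPM, a log2 fold change of 2.59 (standard error 0.29, adjusted p = 9.92e-09 from the same test). Against the negative siRNA pool, which raised Ccl2 by a log2 fold change of 1.15, the log2 fold change after the knockdown of Myc was 1.67 for Il6 (adjusted p = 0.0313 from the same test), 1.35 for Tnf (adjusted p = 1.89e-06), 0.58 for Il1a (adjusted p = 0.00810) and 1.43 for Ccl2 (adjusted p = 8.26e-05).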

Hao and coworkers showed that transfecting M2-like macrophages with shRNA-cMyc leads to reduced expression of Arg1 and Mrc1, indicating that MYC may facilitate the maintenance of the M2-polarized state [35]. This study is in line with a study by Pello and coworkers that reported that M2-like polarization is dependent on c-Myc expression [36]. 

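For the knockdown of Myc, the 13 genes of glycolysis and the citrate cycle that were changed in the M1-like direction were 7 higher and 6 lower genes. The glucose transporter gene Slc2a1 (ENSMUSG00000028645) rose, with a log2 fold change against M2-like mock macrophages of 0.44 (standard error 0.08, adjusted p = 9.69e-05 from edgeR's quasi-likelihood test), and so did Hk2, with 0.33 (standard error 0.07, adjusted p = 0.000213), whereas Hk3 fell, with -0.22 (standard error 0.06, adjusted p = 0.00586), and Ldha had -0.10 (standard error 0.09, adjusted p = 0.363). The negative siRNA pool gave a log2 fold change of 0.39 for Slc2a1, and against that pool the knockdown of Myc gave 0.05 for it (adjusted p = 0.708 from the same test), 0.18 for Hk2 (adjusted p = 0.0410), -0.27 for Hk3 (adjusted p = 0.00120) and -0.24 for Ldha (adjusted p = 0.0302). Pfkl rose with either reference, by 0.57 against mock (adjusted p = 5.37e-05 from the same test) and by 0.77 against that pool (adjusted p = 1.25e-06). For IMP synthesis, Paics (ENSMUSG00000029247) fell from 82.9 ± 2.63 CPM (SD, n = 3 replicates) in M2-like mock macrophages to 58.1 ± 1.10 CPM, a log2 fold change of -0.51 (standard error 0.06, adjusted p = 2.30e-08 from the same test), and it had -0.36 (adjusted p = 2.58e-05) against the negative siRNA pool. Atic (ENSMUSG00000026192) had a log2 fold change of -0.36 (standard error 0.07, adjusted p = 6.00e-05 from the same test), and -0.13 (adjusted p = 0.135) against the negative siRNA pool. Prps2 (ENSMUSG00000025742) fell as well, with -0.95 (standard error 0.14, adjusted p = 2.32e-06 from the same test) and -0.80 (adjusted p = 6.97e-05) against that pool, but it did not differ between M1-like mock and M2-like mock macrophages, at 0.25 (standard error 0.13, adjusted p = 0.113).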

After knocking down Myc expression, we observed reprogrammed metabolic pathways such as glycolysis and IMP biosynthesis. MYC has been described as a master regulator of cell metabolism, including nucleotide biosynthesis [37]. Particularly, nucleotide metabolic genes are enriched among MYC targets [38], and IMP dehydrogenases have been described as direct targets of MYC [39], supporting our observation of downregulated IMP synthesis after Myc expression knockdown. Limited information is available about the specific function of E2F1 in M2-polarized macrophages. 

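The 22 signature genes changed in the M1-like direction by the knockdown of E2f1 were 10 of the 27 genes of the literature signature and 12 of the 51 metabolic genes that differed between M1-like mock and M2-like mock macrophages. Upwards, 13 of these genes were changed, and 9 downwards. The number of literature signature genes ranged from 5 to 11 when 1 replicate was left out at a time. Of the same 22 genes, the negative siRNA pool changed 16 in the M1-like direction. Directly compared with that pool, 129 genes of the transcriptome differed after the knockdown of E2f1 at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test and 1539 at an unadjusted p-value under 0.05.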

We observed that knocking down E2f1 expression on its own induced an M1-like expression pattern in our extended gene signature, and particularly, the observed M1-like and M2-like associated genes from the literature signature suggested an anti-inflammatory role for E2f1 in M2-like macrophages. After E2f1 expression knockdown, the levels of glycolysis genes encoding hexokinases 1–3 and inflammatory genes (i.e., Ccl2, Ccl3, and Cxcl9) were upregulated, while fatty acid metabolism-related gene expression was downregulated. 

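After the knockdown of E2f1, the log2 fold change against M2-like mock macrophages was 0.06 for Hk1 (standard error 0.09, adjusted p = 0.752 from edgeR's quasi-likelihood test), 0.15 for Hk2 (standard error 0.07, adjusted p = 0.153) and 0.08 for Hk3 (standard error 0.06, adjusted p = 0.458), differences that did not hold up against the spread between replicates. Without the second replicate of the mock macrophages, the direction of Hk1 reversed. Ccl2 rose, with a log2 fold change of 1.13 (standard error 0.30, adjusted p = 0.0100 from the same test), and Ccl3 rose, with 0.39 (standard error 0.12, adjusted p = 0.0272). With 1 replicate left out at a time, the rise no longer passed the threshold in 3 of the 6 fits for Ccl2 and in 5 of the 6 for Ccl3. Both directions reversed with the negative siRNA pool as the reference, which gave -0.02 for Ccl2 (adjusted p = 0.991 from the same test) and -0.21 for Ccl3 (adjusted p = 0.546). Cxcl9 was expressed at 0.0769 ± 0.133 CPM (SD, n = 3 replicates) after the knockdown and 0.111 ± 0.0994 CPM in mock macrophages, a log2 fold change of -0.40 (standard error 1.30, adjusted p = 0.901 from the same test) that was not detectable at this depth and changed direction in 3 of the 6 fits that left out 1 replicate. Of the 15 genes of fatty acid metabolism, 5 were lower, among them Scd1, with -2.38 (standard error 0.21, adjusted p = 2.92e-09 from the same test), and Scd2, with -2.25 (standard error 0.23, adjusted p = 4.05e-08), and both remained lower against the negative siRNA pool, with -1.39 and -1.11.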

Further evidence of an anti-inflammatory function of E2f1 is provided by a study reporting enhanced levels of IL-12p70 and TNF-α in dendritic cells after knocking down the expression of E2f1 [40]. However, different effects of E2F1 on macrophage function were described previously by another study. The RNAi-mediated inhibition of E2F1 in J77A4.1 macrophage cells stimulated with LPS resulted in reduced IL-6 and TNF-α secretion. Likewise, diminished levels of TNF-α, IL-1β and IL-6 were observed in bone marrow-derived macrophages from E2F1-deficient mice three hours after systemic LPS challenge. Furthermore, decreased production of TNF-α and IL-6 was found after stimulation with six different TLR ligands [41]. Thus, the inflammatory and anti-inflammatory roles of E2F1 appear to be complex and need further investigation.

We observed that Pparγ and Stat6 regulate immune-related pathways such as cell adhesion and antigen processing and presentation. 

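The paper's gene sets for these pathways were not used here, and genes were taken by the start of their symbols instead, a rule chosen after the data were seen. Among 21 tested genes of the histocompatibility 2 complex (symbols with H2-), which includes antigen presentation, 10 were higher and 0 lower after the knockdown of Pparg at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test, 8 were higher and 4 lower after that of Stat6, and 9 were higher and 2 lower with the negative siRNA pool. Against the negative siRNA pool, 4 genes were higher after the knockdown of Pparg and none passed the threshold after that of Stat6. Among 21 tested integrin genes (symbols with Itga or Itgb), which act in cell adhesion, 4 were higher and 3 lower after the knockdown of Pparg, 3 higher and 4 lower after that of Stat6, and 3 higher and 1 lower with the negative siRNA pool.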

Previous research showed that IL-4-induced Stat6 expression mediates the inhibition of Nos2 expression in a murine macrophage cell line [42]. 

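Nos2 was expressed at 0.181 ± 0.0368 CPM (SD, n = 3 replicates) in M2-like mock macrophages, at 2.22 ± 0.557 CPM in iM1 and at 502 ± 72.0 CPM in M1-like mock macrophages. In iM1 macrophages, its log2 fold change was 3.56 (standard error 0.58, adjusted p = 1.08e-05 from edgeR's quasi-likelihood test), and after the knockdown of Myc it was 2.54 (standard error 0.67, adjusted p = 0.00287 from the same test). The knockdowns of Pparg, E2f1 and Stat6 gave 1.76 (adjusted p = 0.120 from the same test), 1.85 (adjusted p = 0.124) and 1.66 (adjusted p = 0.192), increases that did not pass the threshold although every library of these knockdowns lay above every mock library. Against the negative siRNA pool, the log2 fold change was 2.57 in iM1 macrophages (adjusted p = 0.000147 from the same test) and 1.55 after the knockdown of Myc (adjusted p = 0.0309).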

Likewise, we observed that Nos2 expression was downregulated after individual and combined expression knockdown of E2f1, Myc, Pparγ and Stat6. Notably, Stat6 also negatively regulates IFN-γ-induced Stat1 expression directly and indirectly [43–45]. Furthermore, our results showed that all four identified transcription factors, i.e., E2F1, MYC, PPARγ and STAT6, had an impact on the regulation of fatty acid metabolism, i.e., the downregulation of the expression of one transcription factor led to a decrease in this metabolic process. This result is in line with the recent observation that M2-like macrophages of STAT6 null mice failed to upregulate the expression of metabolic genes involved in fatty acid oxidation [46]. 

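Of the 15 genes of fatty acid metabolism in the signature, 9 were lower in iM1 macrophages than in M2-like mock macrophages, 8 after the knockdown of Myc, 9 after that of Pparg, 5 after that of E2f1 and 6 after that of Stat6, at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test. For the negative siRNA pool against mock, the number was 5. Against that pool, 7 genes were lower after the knockdown of Myc, 3 after that of Pparg, 2 after that of E2f1 and none after that of Stat6. Fasn (ENSMUSG00000025153), which encodes fatty acid synthase, was expressed at 133 ± 32.7 CPM (SD, n = 3 replicates) in mock macrophages, and its log2 fold change was -1.78 after the knockdown of Myc (standard error 0.17, adjusted p = 6.27e-10 from the same test), -0.89 after that of Pparg (standard error 0.17, adjusted p = 0.000155), -1.48 after that of E2f1 (standard error 0.17, adjusted p = 2.11e-07), -1.05 after that of Stat6 (standard error 0.17, adjusted p = 3.23e-05) and -0.94 with the negative siRNA pool (standard error 0.17, adjusted p = 0.000149).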

In another study, decreased arginase activity and increased IL-6 production were also reported in macrophage-specific Pparγ knockout mice [47].

In summary, we postulate that targeting E2f1, Myc, Pparγ and Stat6 in M2-like macrophages induces a shift towards immunostimulatory M1-like macrophages, which may support immune defense and hence improve therapy against infection. In several studies, it has been observed that induced shifts between tolerance and resistance can be beneficial. It is known that tumors in septic patients can regress. E.g., in a patient with stage IV cutaneous metastatic melanoma, complete tumor regression was observed after multifactorial sepsis during chemotherapy. After targeted antibiosis and combined complication-free chemotherapy, the clinical condition of the patient improved, resulting in the complete clearance of metastases by end of therapy [48]. Furthermore, several studies have reported beneficial effects from anti-inflammatory therapies; macrolides, in addition to their antibiotic effect, can modulate the immune response and are applied to treat chronic inflammatory diseases such as panbronchiolitis, bronchiectasis, rhinosinusitis and cystic fibrosis. The immunomodulatory mechanisms underlying the effects of macrolides, although not completely understood, may be due to the inhibition of MAPK/ERK signaling and NF-κB. Macrolides accumulate within cells, suggesting that they may associate with the receptors or carriers responsible for the regulation of the cell cycle and immunity (see review by Kanoh and Rubin (2010) [49]). In line, it is known that activation of NF-κB can lead to M1-like polarization (see review [50]). Indeed, we observed a significant higher activity (derived from the expression of the target genes, see Materials and Methods) of NF-κB in iM1 and M1-like compared to M2-like macrophages (P = 0.0072 and P = 0.025, respectively, Student’s T-test). Investigating the complementary and synergistic effects of macrolides with E2f1, Myc, Pparγ and Stat6 may provide a better understanding of these beneficial mechanisms and may lead to developments modulating their mode of action. For the future, we suggest to substantiate the shift in polarization also metabolically, e.g. in the consumption and production of metabolic compounds and oxygen consumption. The problem of trying to reprogram M2-like into M1-like macrophages is mathematically symmetric to the shift from M1-like to M2-like macrophages. The latter would have clinically highly relevant applications, e.g. reducing the inflammatory response during the acute phase of sepsis. Experimentally, such an analysis was out of scope of this study, but can be fruitful in future work. Methodologically, we inferred metabolic fluxes from gene expression employing a mixed integer programming based model linearly correlating the metabolic fluxes with the expression of the according enzyme coding gene(s). Several other methods have been published with a similar aim, i.e. to predict metabolic fluxes from gene expression [51–53]. A CPU demanding, but necessary task for these approaches is to reduce thermodynamically infeasible loops. As a future aspect it would be intriguing to compare these methods which may lead to an improved model better reflecting the metabolic fluxes.

## Conclusions

Understanding and manipulating the polarization of macrophages to shift these cells from an immunosuppressive state into an immunostimulatory state or *vice versa* have a high potential to treat a broad range of widespread diseases such as sepsis, cancer or chronic inflammatory diseases. The present study provides new molecular insights into the reprogramming of macrophages. Using siRNA pools targeting E2f1, Myc, Pparγ and Stat6, we demonstrated that these transcription factors are essential to maintaining an M2-like phenotype. The reprogramming of M2-like macrophages by repressing these transcription factors induced a switch towards an M1-like phenotype as evidenced by i) increased secretion of proinflammatory cytokines, ii) a characteristic gene expression signature and an extended gene signature based on previously described M1/M2 marker genes and central metabolism genes, and iii) an overall differential expression pattern similar to that of M1-like macrophages. Our results may support the design of immunotherapy-based strategies targeting macrophages to modulate the immune system in widespread chronic and acute diseases.

## Materials and methods

### Isolation of murine peritoneal exudate cells (PECs)

C57BL/6 mice (H2^b^, aged 8–20 weeks) were obtained from Charles River (Sulzfeld, Germany) and housed under SPF conditions in individually ventilated cages (IVCs) at the animal facility of the DKFZ. C57BL/6 mice were injected intraperitoneally (i.p.) with 1 ml of 3% (w/v) thioglycolate containing medium (Applichem, Darmstadt, Germany; Cat. No. A3869) using a 27 G needle. Four days later, mice were sacrificed by gradual CO2 exposition and PECs were isolated upon lavage of the peritoneum with 8 ml ice cold PBS. This procedure yielded approximately 1.5 x 10^7^ PECs per mouse.

### Ethics statement

Animal experiments were approved by the Internal Ethics Committee of the DKFZ and by the District Government in Karlsruhe, Germany (approval ID 35–9158.81/G-211/16).

### *In vitro* polarization of PECs

PECs were maintained in Dulbecco's modified Eagle's medium (DMEM) containing 10% fetal calf serum (FCS), and 2 x 10^6^ cells were seeded into each well of a 6-well plate. After washing with phosphate-buffered saline (PBS), adherent cells were used for this study. Next, the cells were cultured for 24h in DMEM supplemented with either 10 ng/ml IL-4 or 100 ng/ml LPS and 50 ng/ml IFN-γ to induce M2-like or M1-like polarization, respectively. Within the whole article, we are referring to these macrophages derived from PECs when we write "macrophages". Then, PECs were transfected with siRNA pools targeting Myc (Dharmacon, Lafayette, USA), Ctcf, E2f1, Pparγ, and Stat6 (siTools Biotech, Planegg, Germany) by using DharmaFECT 4 Transfection Reagent according to the manufacturer’s instructions. No effects on viability were observed following siRNA transfection as judged by microscopic inspection. In the reprogramming experiments, PECs were polarized for 24 h into M2-like macrophages using IL-4 and subsequently transfected with siRNA pools targeting Myc (Dharmacon, Lafayette, USA), Ctcf, E2f1, Pparγ, and Stat6 (siTools Biotech, Planegg, Germany) by using DharmaFECT 4 Transfection Reagent according to the manufacturer’s instructions (subsequent culturing took place in the absence of IL-4). Cytokine assays, quantitative real-time PCR and RNA sequencing were performed 24, 48 or 72 h post transfection. RNA sequencing experiments were performed 24h after polarization of PECs (obtaining the transcription profiles of M0, M1-like and M2-like macrophages, without reprogramming or transfection) and 48h post transfection (for the reprogramming study). PECs treated only with the transfection reagent were used as mock controls.

### Quantification of secreted cytokines and chemokines

Secreted cytokine levels in PEC culture medium were measured by using the LEGENDplex Mouse Inflammation Panel (13-plex, with Filter Plate, Biolegend, Cat No. 740150; Lot No. B242042) according to the manufacturer’s protocol with double the sample volume and sample incubation time at 4°C overnight.

### RNA isolation and quantitative real-time PCR

RNA extraction from PECs (RNA extraction from PECs (n = 3 biological replicates for M0, M1-like, M2-like and iM1 macrophages) was carried out using the RNeasy Plus Mini Kit according to the manufacturer’s instructions (including on-column DNA digestion). The extracted RNA was purified by ethanol precipitation prior to reverse transcription using the Transcriptor First Strand cDNA Synthesis Kit according to the manufacturer’s instructions. Gene expression was measured using quantitative real-time PCR. Therefore, 2 X Power SYBR Green PCR Master Mix (Thermo Fisher Scientific, Waltham, USA; Cat. No. 4367659), 10 ng of cDNA, 400 nM primer pair and nuclease-free water were mixed to a total volume of 20 μl. The selected genes were amplified using the ABI 7300 Real-time PCR System. All the obtained qPCR data were normalized to the data for the housekeeping gene Rpl19. Primers were purchased from Sigma-Aldrich (St. Louis, USA), dissolved in ddH_2_O to a stock concentration of 100 μM and stored at -20°C. A list of all primers used is given in S7 Table.

### RNA sequencing and analysis

RNA was extracted using the Qiagen RNeasy Plus Mini Kit according to the manufacturer’s instructions. Samples were sequenced by the Genome and Proteomics Core Facility of the German Cancer Research Center in Heidelberg (HiSeq SE50) and Novogene (Hong Kong, HiSeq PE150). The resulting reads were trimmed and mapped against the mouse GRCm38/mm10 reference genome using Trimmomatic [54] and TopHat [55], respectively. Read counts were calculated using featureCounts [56,57]. DESeq2 [58] was used to identify the genes with differential expression between M1-like- and M2-like-polarized macrophages. To note, throughout the article, we refer to "up- and down-regulated genes" in respect to the comparison in gene expression between M1-like (or later induced M1, iM1) and M2-like macrophages, irrespective to the expression in M0 macrophages.

Gene set enrichment analysis was performed using g:Profiler [59] and the gene set definitions of Gene Ontology (GO) and KEGG analyses. The enriched gene sets from the GO analysis were filtered with customized scripts to reduce redundant GO terms using linear optimization. In detail, redundancy between two gene sets was quantified using Jaccard similarity coefficients,

$$J(A,B)=\frac{\left|A\cap B\right|}{\left|A\cup B\right|}$$ (1.1)

in which *A* and *B* are gene sets containing significantly differentially expressed genes. An undirected graph *G* = (*X*, *E*) is introduced, with *X being gene sets* as vertices and *E being gene set pairs with J(A*,*B) > = 0*.*5* as edges of the graph. A mixed integer linear model (weighted stable set problem) was set up with a constraint for each edge to select at most one of the vertices of an edge:

$$Max\;\sum_{i=1}^{n}w_{i}X_{i}$$ (1.2)

subjected to

$$X_{i}+X_{j}\leq 1\;\mathrm{for}\;\mathrm{every}\;\left\{i,j\right\}\;\epsilon \;E\;\mathrm{and}\;X_{i}\;\epsilon \;\{0,1\}\;\mathrm{for}\;1\leq i\leq n,$$ (1.3)

where, w_i_ is the weight of a gene set. The weight is derived from its significance value (p-value) and calculated as 1 − log_10_(p-value)/100. This maximization was done employing linear integer programming solved by the software Gurobi (version 7.5.2 https://www.gurobi.com). This led to an optimal selection of at most one gene set from a pair in such a way that the overall number of non-redundant gene sets were maximized. The remaining gene sets from the GO analysis, together with the gene set definitions from the KEGG analysis, were grouped by manual curation into broader categories comprising anabolic processes (ANP); nucleic acid metabolism (NAM); oxidative stress (OXS); metabolic processes (MEP); protein transport, modification and processing (PRO); transport (TRA); catabolic processes (CAP); the damage response (DAR); cellular death (CED); cellular growth (CEG); development (DEV); response to stimuli (RES); signaling processes (SIP); the immune response (IMR); disease-related pathways (DIS) and miscellaneous (MIS). Raw data and read counts have been deposited in the Gene Expression Omnibus repository (GSE 129253).

### Flux balance analysis

Our metabolic network was based on a macrophage cell line model (RAW 264.7 cells) from Bordbar *et al*. [20]. A constraint for the minimal biomass production (biomass ≥ 0.028) was set as reported by Bordbar *et al*. To note, the lower bound on the biomass reaction was set by Bordbar and coworkers to the lower experimental growth rate of 0.0281/h to mimic minimal maintenance of the macrophages. The model of Bordbar et al. bases on proteomics data from another study in which macrophages were grown in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% heat-inactivated fetal bovine [60]. Further, the reaction

$$Ornithine+Carbamoyl‐phosphate⇌H^{+}+P_{i}+L‐Citrulline$$ (2)

catalyzed by ornithine carbamoyltransferase was added to the network. We predicted the flux of a set of reactions for different macrophage phenotypes. In our model, a gene expression-based flux ${\tilde{v}}_{r,p}$ of reaction r and condition p was derived from a linear model in which the expression of the gene encoding the corresponding enzyme, ${\bar{g}}_{r,p}$, was related to flux ${\tilde{v}}_{r,p}$ by

$$|{\tilde{v}}_{r,p}|={minV}_{r}+({\bar{g}}_{r,p}-{minG}_{r})∙\frac{{maxV}_{r}-{minV}_{r}}{{maxG}_{r}-{minG}_{r}}$$ (3.1)

where ${\bar{g}}_{r,p}$ was the Z-transformed gene expression value of macrophage type *p ϵ* {*M*0,*M*1,*M*2} and *minG*_*r*_ and *maxG*_*r*_ were the lowest and highest Z-transformed gene expression values for reaction *r* across the conditions. *maxV*_*r*_ and *minV*_*r*_ were the lowest and highest absolute fluxes and were determined by flux variance analysis [61]. Metabolic fluxes were constrained by the known stoichiometry of the reactions *r* and their substrates and products, compiled into the stoichiometric matrix *S*, and constrained by lower (*lb*_*r*_) and upper (*ub*_*r*_) bounds for each reaction *r*. Flux variance analysis [61] was performed to determine the lower and upper bounds for all reactions. Assuming that the metabolic network is in a steady state, in which the metabolite concentrations do not change over time, yields the constraints (3.2)

$$S_{r}∙v_{r,p}=0,$$ (3.2)

and flux ${\tilde{v}}_{r,p}$ is constrained by

$${lb}_{r}\leq v_{r,p}\leq {ub}_{r}.$$ (3.3)

*S*_*r*_ is the stoichiometric matrix, and *v*_*r,p*_ is the flux of reaction *r* and macrophage phenotype *p*. The objective function for the optimization problem was to minimize the difference between the gene expression-based flux prediction ${\tilde{v}}_{r,p}$ and the predicted flux *v*_*r*,*p*_:

$$\mathrm{Minimize}\;\sum_{r,p}w_{r,p}∙|\left|v_{r,p}|-|{\tilde{v}}_{r,p}\right||,\;\mathrm{with}$$ (4.1)

$$w_{r,p}=\left\{ \begin{array}{c} \frac{100}{{maxV}_{r}∙n}\;\forall r\in CR\\ \frac{1}{{maxV}_{r}∙n}\;otherwise \end{array}\right.$$ (4.2)

where *maxV*_*r*_ is the highest absolute flux of reaction *r*, *n* is the number of genes associated with reaction *r*. Hence, our model did not consider AND/OR rules if more than one gene was associated with a reaction *r*. We rather calculated the associated flux by averaging the gene expression values using the weights *w*_*r*,*p*_ for each gene encoding this reaction. Reactions that were not associated with any genes were not considered in the objective function. *CR* denotes the set of core reactions associated with the pathways of interest (glycolysis, citrate cycle, urea cycle, or IMP synthesis). The fluxes of the core reactions (*r* ∈ *CR*) were of special interest and thus were weighted by 100. Lower weights (= 1) were used for reactions that were direct neighbors of the core reactions. All other reactions were not part of the objective function. The flux of each reaction *r* was normalized by the maximum absolute flux value derived from flux variance analysis yielding the weights *w*_*r*,*p*_ (formula 4.2). In addition, we developed a method to detect and remove the thermodynamically infeasible loops that were part of the flux solution space. First, the flux vector *v* of the optimal solution for the system (1) to (4.2) is required. *Supp*(*v*) is the support of *v* and contains a subset of the reactions, where *v* is higher than or equal to the threshold 0.01. 0.01 was used as the best trade-off between CPU time and getting reasonable models. Next, the length of a minimum-containing cycle of the support is determined by solving the following MIP problem:

$$\mathrm{Minimize}\;\sum_{r}\lambda_{r}$$ (5.1)

Subject to

$$\sum_{r}S_{r}∙\lambda_{r}=0$$ (5.2)

$$\lambda_{r}\geq {inFC}_{r}$$ (5.3)

$$\sum_{r}{inFC}_{r}\geq 2$$ (5.4)

in which *S*_*r*_ is the stoichiometric matrix and *λ*_*r*_ indicates the flux of reaction *r* (∀*r* ∈ *Supp*(*v*)). *inFC* is a binary variable that equals 1 if and only if the reaction *r* is involved in the detected thermodynamic cycle. Notably, all sums in (5.1) to (5.4) are built over *Supp*(*v*). If there is no thermodynamically infeasible loop, then this MIP problem is infeasible, and we can stop. Otherwise, there are at least two reactions involved in a thermodynamic cycle. The corresponding variables ${inFC}_{r_{1}}$, …, ${inFC}_{r_{k}}(k\geq 2)$ are all equal to 1. In this case, we forbid this cycle by the constraint

$$\sum_{i=1}^{k}{inFC}_{r_{i}}\leq k-1.$$ (6)

This inequality is added to the systems (1) to (4.2), which enforces that after the next optimization, at least one flux of the corresponding cycle will be 0, but which is 0 is decided by the optimization. This procedure of adding inequalities of type (6) was repeated until all thermodynamically infeasible loops were detected and forbidden. So first we prefer small loops to be detected. This is to decrease the overall running time. Afterwards the detected loop is forbidden by inequality (6) and we look for the next loop by reoptimization. After the optimization leads to no feasible solution any more, there is no loop in the solution (with support ≥ 0.01). Otherwise a solution would have been found.

### Modeling of regulatory networks and *in silico* reprogramming

We selected 112 metabolic genes and M1/M2-associated genes from the literature for which we predicted a short list of transcription factors best explaining the transcription profiles of these genes. We collected evidence-based interactions for all transcription factors from various sources: MetaCore (Thomson Reuters), ChEA [62], ECRbase [63], Mouse ENCODE [64,65], and TfactS [66,67]. We compiled transcription factor binding information from MetaCore, ChEA [62] and ENCODE [64,65]. Additionally, we added the two additional databases ECRBase and TfactS. ECRBase is based on alignments of evolutionarily conserved transcription factor binding sites [63]. TfactS contains interaction information inferred from the regulation of transcription factors in the gene expression data of experimentally well-characterized target genes listed in TRED [68], TRRD [69], PAZAR [70] and NFIregulomeDB [66,71]. Interaction information from MetaCore labeled "direct" was regarded as the most reliable and hence weighted by a factor of two. If an interaction was listed in two out of the (a) MetaCore (labeled "unspecified"), (b) ChEA and (c) ECRbase databases, it was weighted by one (for each source). A listed entry in mouse ENCODE was weighted by 0.5. The interactions in TfactS were considered to be of weaker evidence and were weighted by 0.25. This approach led to the overall edge score ES_t,i_ of transcription factor *t* and target gene *i*. If ES_t,i_ was larger than zero, the interaction was considered to be known. We considered only transcription factors for which we found known interactions with at least 15 genes in our gene set. In addition, the activity for each transcription factor was determined as described previously [22]: the activity of a regulator was calculated from the average expression (z-scores) of its known target genes. We predicted the regulators for a set of genes with a linear approach by minimizing the difference between the predicted gene expression values ${\tilde{g}}_{i,k}$ and the measured gene expression values *g*_*i*,*k*_ of gene *i* in sample *k* [72]:

$$\mathrm{Minimize}\;\sum_{i,k}\left|\left|g_{i,k}|-|{\tilde{g}}_{i,k}\right|\right|,\;\mathrm{with}$$ (6.1)

$${\tilde{g}}_{i,k}=\beta_{0,i}+\sum_{t}\beta_{t,i}∙{ES}_{t,i}∙{act}_{t,k}$$ (6.2)

where *t* is the transcription factor potentially regulating gene *g*_*i*_ and *act*_*t*,*k*_, is the above-described activity of transcription factor *t* in sample *k*. ES_t,i_ is the edge score of transcription factor *t* to gene g_i_. The beta values were the parameters to optimize. *β*_*t*,*i*_ is the parameter to optimize the impact of *t* regulating gene *i*, *β*_0,*i*_ is an additive offset for gene *i*. We applied this method within the following bootstrapping scheme. First, we randomly selected 10 genes out of the gene set and predicted their regulators within a 3-fold cross-validation using the described regression model (Eqs 6.1 and 6.2). To avoid overfitting, the maximum number of regulators in the model was set to 5. After 1,000 repetitions, we collected the predicted transcription factors from all runs and performed Fisher’s exact tests to determine the transcription factors that were selected significantly more often than by chance. These transcription factors were used in the last step in which we predicted the most parsimonious set of reprogramming transcription factors for the whole gene set within a 3-fold cross-validation using the same regression scheme (Eqs 6.1 and 6.2) with at most five regulators. For reprogramming the macrophages from the M2-like to M1-like phenotype (*M*2→*M*1) *in silico*, we replaced the activity (*act*_*t*,*M*1_) of the selected transcription factors in the model of the gene of interest as follows:

$${\tilde{g}}_{i,M2\to M1}=\beta_{0,i}+\sum_{t}\beta_{t,i}∙{ES}_{t,i}∙{act}_{t,M1}+\sum_{u}\beta_{u,i}∙{ES}_{u,i}∙{act}_{u,M2}$$ (7)

where *i* ∈ the genes of the extended gene signature, *t* ∈ the selected transcription factors (Myc, E2F1, Pparg, and Stat6), and u ∈ all other transcription factors in the model, i.e., leaving the rest of the model as an M2-like model. All betas were used from the predicted M2-like models.

## Supporting information

S1 Fig Gene expression profiles of the extended gene signature in (mock treated) M1 macrophages or M2 macrophages treated with siRNA-pools targeting E2f1, Myc, Pparg, Stat6 and their combination, compared to (mock treated) M2 macrophages. Significantly upregulated genes with a log2 fold change ≥ 1.5, non-significantly upregulated genes, significantly downregulated genes with a log2 fold change ≤ -1.5, and non-significantly downregulated gens are shown in red, orange, blue and light blue, respectively.
(TIF) Click here for additional data file.

S2 Fig Gene regulatory network including the short list of four transcription factors (E2f1, Myc, Pparg, Stat6) and 112 genes comprising 76 metabolic genes from biochemical pathways being differentially regulated in M1 and M2, and a literature derived gene signature comprising of 36 M1 or M2 associated genes. (TIF) Click here for additional data file.

S3 Fig Gene regulatory network including five transcription factors (depicted in black ellipses) and 112 genes comprising 76 metabolic genes from biochemical pathways being distinctively differentially regulated in M1 and M2, and a literature derived gene signature comprising of 36 M1 or M2 associated genes. (TIF) Click here for additional data file.

S4 Fig Performance of the different combinations of the predicted transcription factors was investigated by reprogramming M2 macrophages to M1 macrophages *in silico*. (TIF) Click here for additional data file.

S5 Fig Transcriptional changes of M1 and M2 associated genes after knockdown of five selected TFs were experimentally determined by quantitative PCR. Shown are log2 fold changes in gene expression of 15 genes (from the initial, literature derived signature) in M2 macrophages after treatment with the combined siRNA pool targeting E2f1, Myc, Pparg, Stat6 and Ctcf relative to M2 mock treated macrophages. Samples were extracted 24 h, 48 h and 72 h after siRNA treatment. Error bars are based on the standard error of technical replicates. Gene expression profiles were considered as successfully reprogrammed if a switch towards an M1-like phenotype was observed in both biological replicates (replicate 1 and 2 in grey and black, respectively).
(TIF) Click here for additional data file.

S6 Fig Knockdown efficiency 24 h, 48 h and 72 h after siRNA transduction targeting the transcription factors E2f1, Myc, Pparg and Stat6. Error bars indicate the standard error of three technical replicates.
(TIF) Click here for additional data file.

S7 Fig Transcriptional changes of M1 and M2 associated genes after macrophage polarization to the M1-like phenotype were determined by quantitative PCR. Shown are log2 fold changes in gene expression of 15 genes (from the initial, literature derived signature) in M1-like (24h polarization) and iM1 macrophages (24h post transfection) relative to their expression in M2-like macrophages (24h polarization). Error bars are based on the standard error of technical replicates.
(TIF) Click here for additional data file.

S8 Fig The quantification of cytokines released by M2-polarized macrophages upon transfection with siRNA pools was performed by multiplex analysis. Shown are the concentrations of the cytokines in the medium after 24 hrs (A), 48 hrs (B) and 72 hrs (C), averaged from two technical replicates.
(TIF) Click here for additional data file.

S9 Fig Transcriptional changes in M0 macrophages of M1-like- and M2-like-associated genes after knocking down the expression of four selected TFs were experimentally determined by quantitative PCR. Shown is the differential expression of the genes 72 hrs after siRNA transfection. 72 hrs correspond to a similar culturing time of the cells as if we polarize for 24hrs and then transfect with siRNA for 48hrs. Error bars indicate standard deviations of technical replicates.
(TIF) Click here for additional data file.

S1 Table Results from the differential expression analysis between M1 and M2 macrophages. DESeq2 was used to determine the differentially expressed genes.

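Each gene in the table has a log2 fold change and an adjusted p-value for M1-like against M2-like macrophages from read counts of the polarization experiment. DESeq2 models the counts with a negative binomial distribution, scales the libraries with size factors and can shrink the fold changes of weakly expressed genes towards 0, which makes them smaller than the ratio of the normalized means.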

(XLSX) Click here for additional data file.

S2 Table Significantly enriched gene sets in M1-polarized *versus* M2-polarized macrophages. Gene set enrichment analysis was performed using g:Profiler followed by filtering of enriched gene sets with customized scripts.
(XLSX) Click here for additional data file.

S3 Table Predicted metabolic fluxes using the constraint based model. (XLSX) Click here for additional data file.

S4 Table Gene signature for M1 and M2 macrophages. Various macrophage subsets had been classified in other studies according to their transcriptional signatures. We assembled a signature from these studies and found very similar differential gene expression (n = 33 agreed, n = 3 disagreed) when comparing expression profiles (M1 *versus* M2 macrophages) of our experiments to the reported gene expression profiles in literature.
(PDF) Click here for additional data file.

S5 Table Transcriptional changes of M1 and M2 marker genes from the literature signature after transfection with the siRNA pool targeting E2f1, Myc, Pparγ and Stat6 (inducing iM1). (PDF) Click here for additional data file.

S6 Table Differential expression of the genes from the extended gene signature. (PDF) Click here for additional data file.

S7 Table Primers for quantitative real-time PCR. Primers were purchased from Sigma-Aldrich (St. Louis, USA), resolved in ddH_2_O to a stock concentration of 100 μM and stored at -20°C. (DOCX) Click here for additional data file.

# Supplementary material for: Reprogramming of macrophages employing gene regulatory and metabolic network models
**Source:** PLoS Comput Biol. 2020 Feb 25;16(2):e1007657. doi: 10.1371/journal.pcbi.1007657
**Supplement:** S6 Table

**Table S6**

| Gene symbol | log2FoldChange*<br>iM1/M2 | Adjusted P-value**<br>iM1/M2 | log2FoldChange*<br>M1/M2 | Adjusted P-value**<br>M1/M2 | Correctly reprogrammed (Yes/No)*** |
|-------------|---------------------------|------------------------------|--------------------------|-----------------------------|------------------------------------|
| Ccl12       | 2.641                     | 5.20E-10                     | 1.536                    | 3.91E-04                    | Yes                                |
| Ass1****    | 2.324                     | 2.91E-08                     | 2.080                    | 4.32E-07                    | Yes                                |
| Ccl2        | 2.218                     | 2.53E-14                     | 2.463                    | 4.52E-18                    | Yes                                |
| Cxcl10      | 2.178                     | 2.20E-07                     | 0.756                    | 9.46E-02                    | No                                 |
| Ccl5        | 2.093                     | 1.59E-06                     | 4.639                    | 5.81E-30                    | Yes                                |
| Nos2        | 2.018                     | 2.44E-07                     | 8.796                    | 1.00E-136                   | Yes                                |
| Tnf         | 1.841                     | 4.05E-21                     | 1.583                    | 2.80E-16                    | Yes                                |
| Ccl4        | 1.777                     | 2.52E-10                     | 0.214                    | 5.41E-01                    | No                                 |
| Ccl8        | 1.687                     | 6.66E-05                     | 2.560                    | 6.27E-11                    | Yes                                |
| Cd86        | 1.531                     | 5.09E-29                     | 3.932                    | 2.85E-212                   | Yes                                |
| Il6         | 1.388                     | 2.63E-03                     | 1.514                    | 4.84E-04                    | Yes                                |
| Cd80        | 1.134                     | 1.05E-12                     | 1.259                    | 2.65E-16                    | Yes                                |
| Slc2a6      | 1.130                     | 4.88E-14                     | 0.785                    | 1.76E-07                    | Yes                                |
| Ccl3        | 1.123                     | 1.23E-19                     | -0.935                   | 1.24E-13                    | No                                 |
| Cxcl9       | 1.079                     | 2.44E-02                     | 5.861                    | 1.12E-48                    | Yes                                |
| Stat1       | 0.978                     | 2.20E-18                     | 1.406                    | 2.93E-38                    | Yes                                |
| Mif         | 0.826                     | 2.35E-03                     | 1.369                    | 1.90E-08                    | Yes                                |
| Il27        | 0.794                     | 3.08E-02                     | 2.649                    | 5.22E-19                    | Yes                                |
| Tgm2        | 0.701                     | 5.87E-09                     | 1.952                    | 9.45E-67                    | Yes                                |
| Cxcl11      | 0.661                     | 1                            | 0.205                    | 5.14E-01                    | No                                 |
| Pfkl        | 0.532                     | 6.17E-06                     | 0.788                    | 1.38E-12                    | Yes                                |
| Il15        | 0.449                     | 5.93E-03                     | 0.504                    | 8.82E-04                    | Yes                                |
| Slc2a1      | 0.421                     | 8.98E-06                     | 1.176                    | 5.40E-42                    | Yes                                |
| Arg1        | 0.411                     | 4.82E-01                     | 0.613                    | 2.09E-01                    | No                                 |
| Hk2         | 0.359                     | 1.33E-06                     | 1.411                    | 2.70E-97                    | Yes                                |
| Adsl        | 0.304                     | 2.64E-02                     | 0.213                    | 1.11E-01                    | No                                 |
| Prkab1      | 0.296                     | 1.86E-03                     | 0.448                    | 2.23E-07                    | Yes                                |
| Sdhd        | 0.289                     | 2.44E-03                     | 0.591                    | 5.44E-12                    | Yes                                |
| Eno1        | 0.283                     | 3.43E-02                     | 1.045                    | 2.80E-21                    | Yes                                |
| Vegfb       | 0.239                     | 1.25E-01                     | -0.242                   | 9.08E-02                    | No                                 |
| Mdh2        | 0.185                     | 6.21E-03                     | 0.098                    | 1.54E-01                    | No                                 |
| Pfas        | 0.172                     | 2.75E-01                     | 0.243                    | 6.93E-02                    | No                                 |
| Gapdh       | 0.166                     | 4.19E-01                     | 0.934                    | 9.64E-11                    | No                                 |
| Got1        | 0.163                     | 1.13E-01                     | -0.017                   | 8.88E-01                    | No                                 |
| Stab1       | 0.137                     | 7.32E-01                     | -0.779                   | 4.85E-03                    | No                                 |
| Dlat        | 0.129                     | 1.08E-01                     | 0.035                    | 6.86E-01                    | No                                 |
| Suc1g1      | 0.127                     | 3.73E-01                     | 0.183                    | 1.28E-01                    | No                                 |
| Tpi1        | 0.120                     | 1.63E-01                     | 0.886                    | 2.09E-39                    | No                                 |
| Aco2        | 0.107                     | 1.92E-01                     | -0.016                   | 8.58E-01                    | No                                 |
| Prkaa1      | 0.092                     | 4.09E-01                     | -0.171                   | 6.16E-02                    | No                                 |
| Hk1         | 0.091                     | 4.73E-01                     | 0.707                    | 3.84E-15                    | No                                 |
| Bpgm        | 0.088                     | 6.78E-01                     | 0.555                    | 8.14E-05                    | No                                 |
| Dlst        | 0.078                     | 2.23E-01                     | 0.199                    | 9.77E-05                    | No                                 |

|        |        |          |        |           |     |
|--------|--------|----------|--------|-----------|-----|
| Slc2a9 | 0.062  | 8.01E-01 | 0.592  | 1.01E-04  | No  |
| Pgm1   | 0.053  | 6.81E-01 | 0.117  | 2.41E-01  | No  |
| Got2   | 0.041  | 7.60E-01 | 0.642  | 1.90E-14  | No  |
| Prkag1 | 0.032  | 8.80E-01 | 0.257  | 6.38E-02  | No  |
| Sdhc   | 0.029  | 8.61E-01 | 0.023  | 8.70E-01  | No  |
| Pgk1   | 0.028  | 8.65E-01 | 0.819  | 2.57E-18  | No  |
| Prps1  | 0.022  | 9.34E-01 | 0.330  | 4.49E-02  | No  |
| Il1b   | 0.007  | 9.94E-01 | 0.764  | 1.06E-01  | No  |
| Il12b  | 0.000  | 1        | 1.225  | 3.02E-04  | No  |
| Asl    | -0.028 | 8.35E-01 | -0.464 | 3.34E-08  | No  |
| Mdh1   | -0.059 | 6.90E-01 | 0.066  | 6.01E-01  | No  |
| Acox3  | -0.059 | 5.72E-01 | -0.183 | 1.92E-02  | No  |
| Idh3a  | -0.077 | 5.88E-01 | 0.067  | 5.86E-01  | No  |
| Pdha1  | -0.089 | 2.74E-01 | 0.181  | 5.38E-03  | No  |
| Ccl9   | -0.089 | 8.06E-01 | -5.613 | 1.82E-132 | No  |
| Idh3g  | -0.096 | 4.63E-01 | -0.283 | 4.99E-03  | No  |
| Il12a  | -0.096 | 1        | 0.517  | 1         | No  |
| Gart   | -0.096 | 4.25E-01 | -0.267 | 4.52E-03  | No  |
| Sdha   | -0.110 | 7.50E-02 | -0.299 | 1.24E-08  | No  |
| Fh1    | -0.120 | 4.07E-01 | -0.444 | 5.93E-05  | No  |
| Gpi1   | -0.134 | 2.61E-01 | 0.131  | 2.21E-01  | No  |
| Pgm2   | -0.138 | 1.99E-01 | 0.008  | 9.45E-01  | No  |
| Sucla2 | -0.142 | 1.46E-01 | -0.223 | 8.06E-03  | No  |
| Gpt    | -0.143 | 5.82E-01 | 0.017  | 9.48E-01  | No  |
| Fcgr2b | -0.154 | 3.69E-01 | -1.594 | 2.09E-36  | No  |
| Acat1  | -0.161 | 2.11E-01 | -0.097 | 4.29E-01  | No  |
| Ldha   | -0.162 | 1.44E-01 | 0.730  | 1.16E-16  | No  |
| Prkab2 | -0.171 | 3.97E-01 | 0.194  | 2.54E-01  | No  |
| Il18   | -0.190 | 4.85E-01 | -0.096 | 7.05E-01  | No  |
| Pfkip  | -0.214 | 1.08E-01 | 0.502  | 7.33E-06  | No  |
| Idh2   | -0.215 | 5.00E-02 | -0.564 | 2.82E-09  | Yes |
| Hk3    | -0.218 | 5.24E-04 | 0.613  | 3.42E-27  | No  |
| Ogdh   | -0.222 | 3.66E-03 | -0.836 | 1.17E-34  | Yes |
| Mrc1   | -0.226 | 2.09E-01 | -3.662 | 7.34E-147 | No  |
| Acox1  | -0.238 | 3.65E-04 | -0.130 | 5.26E-02  | No  |
| Acadl  | -0.258 | 2.63E-03 | -0.359 | 5.78E-06  | Yes |
| Ppat   | -0.261 | 3.88E-02 | -0.239 | 4.15E-02  | Yes |
| Pgam1  | -0.266 | 4.50E-03 | 0.366  | 1.56E-05  | No  |
| Acadm  | -0.273 | 9.66E-05 | -0.409 | 4.29E-10  | Yes |
| Egr2   | -0.282 | 3.81E-02 | -2.801 | 2.14E-123 | Yes |
| Aco1   | -0.286 | 1.84E-04 | -0.703 | 1.89E-23  | Yes |
| Prkag2 | -0.297 | 1.88E-02 | -0.095 | 4.83E-01  | No  |
| Suclg2 | -0.325 | 2.45E-01 | -0.267 | 2.92E-01  | No  |
| Atic   | -0.347 | 4.18E-06 | -0.616 | 5.26E-18  | Yes |
| Vegfa  | -0.371 | 1.34E-01 | 1.446  | 5.90E-13  | No  |
| Aldoa  | -0.383 | 4.38E-05 | -0.308 | 7.90E-04  | Yes |
| Fcgr3  | -0.386 | 1.25E-04 | -0.151 | 1.57E-01  | No  |

|         |        |          |        |           |     |
|---------|--------|----------|--------|-----------|-----|
| Gpt2    | -0.394 | 4.05E-03 | -0.339 | 9.16E-03  | Yes |
| Glud1   | -0.412 | 1.02E-14 | -0.778 | 1.69E-51  | Yes |
| Acly    | -0.450 | 8.20E-11 | -0.519 | 1.14E-14  | Yes |
| Pck2    | -0.476 | 2.29E-01 | -0.601 | 8.26E-02  | No  |
| Itgax   | -0.495 | 1.38E-02 | -4.880 | 1.10E-174 | Yes |
| Slc2a8  | -0.509 | 1.43E-04 | -0.004 | 9.82E-01  | No  |
| Paics   | -0.532 | 4.54E-17 | -0.318 | 3.64E-07  | Yes |
| Eno2    | -0.603 | 1.88E-05 | -1.696 | 1.76E-37  | Yes |
| Glul    | -0.661 | 9.66E-34 | -1.304 | 5.50E-126 | Yes |
| Chil3   | -0.702 | 5.20E-04 | -6.943 | 4.40E-287 | Yes |
| Cd36    | -0.730 | 4.64E-08 | -3.206 | 3.37E-145 | Yes |
| Idh1    | -0.732 | 1.58E-19 | -2.158 | 3.60E-162 | Yes |
| Ldhd    | -0.742 | 1.81E-04 | -0.288 | 1.60E-01  | No  |
| Prps2   | -0.753 | 1.74E-06 | 0.206  | 2.19E-01  | No  |
| Stat6   | -0.863 | 6.11E-20 | -0.045 | 7.13E-01  | No  |
| Acaca   | -1.021 | 8.10E-25 | -1.305 | 2.07E-40  | Yes |
| Retnla  | -1.085 | 1.82E-02 | -4.231 | 1.34E-26  | Yes |
| Clec10a | -1.613 | 1.35E-12 | -1.772 | 1.46E-15  | Yes |
| Fasn    | -1.804 | 9.88E-26 | -3.268 | 4.61E-81  | Yes |
| Tgfb2   | -1.941 | 4.69E-16 | -2.003 | 7.46E-18  | Yes |
| Scd1    | -2.977 | 6.70E-43 | -5.340 | 5.25E-113 | Yes |
| Scd2    | -3.117 | 9.94E-38 | -3.308 | 2.13E-43  | Yes |

\* DESeq2 was used for differential expression analysis. 

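The table gives 2 comparisons for each gene of the extended gene signature, iM1 against mock-treated M2-like macrophages and M1-like against M2-like macrophages (both mock treated), each with a log2 fold change and an adjusted p-value. Of the 112 genes, 49 are marked as reprogrammed in the paper's table, in a column whose footnote refers to M1-like and M2-like macrophages without the transfection reagent. Here 47 genes were changed in the same direction in both mock-based comparisons at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test, and 46 of them are among the 49.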

The reported result comprises the gene signature between iM1 and M2-like (mock treated) macrophages and M1 (mock treated) and M2-like (mock treated) macrophages.

\*\* The Benjamini-Hochberg method was used for multiple testing correction

\*\*\* Compared to the differential expression of the M1-like and M2-like macrophages not treated with the transfection reagent

\*\*\*\* Enzyme coding genes are highlighted in gray

# Supplementary material for: Reprogramming of macrophages employing gene regulatory and metabolic network models
**Source:** PLoS Comput Biol. 2020 Feb 25;16(2):e1007657. doi: 10.1371/journal.pcbi.1007657
**Supplement:** S7 Table

**Table S7.** Primers for quantitative real-time PCR. Primers were purchased from Sigma-Aldrich (St. Louis, USA), resolved in ddH_2_O to a stock concentration of 100 µM and stored at -20 °C

| **Primer** | **Sequence (5'-3')** | **Source** |
| --- | --- | --- |
| Ym1_qPCR_FP1 | CACCATGGCCAAGCTCATTCTTGT | Tatano *et al.* 2014[1] |
| Ym1_qPCR_RP2 | TATTGGCCTGTCCTTAGCCCAACT |  |
| Fizz1_qPCR_FP3 | ACTGCCTGTGCTTACTCGTTGACT |  |
| Fizz1_qPCR_RP4 | AAAGCTGGGTTCTCCACCTCTTCA |  |
| CXCL10_qPCR_FP7 | TCTGAGTCCTCGCTCAAGTG | Movahedi *et al.* |
| CXCL10_qPCR_RP8 | CCTTGGGAAGATGGTGGTTA | 2010[2] |
| IL1b_qPCR_FP13 | GTGTGGATCCAAAGCAATAC |  |
| IL1b_qPCR_RP14 | GTCTGCTCATTCATGACAAG |  |
| ARG1_qPCR_FP19 | TCACCTGAGCTTTGATGTCG |  |
| ARG1_qPCR_RP20 | TTATGGTTACCCTCCCGTTG |  |
| CD206_qPCR_FP23 | TTGGACGGATAGATGGAGGG | Zhu *et al.* |
| CD206_qPCR_RP24 | CCAGGCAGTTGAGGAGGTTC | 2014[3] |
| STAT6_fw37 | CTGGGGTGGTTTCCTCTTG | Shaul *et al.* |
| STAT6_rev38 | TGCCCGGTCTCACCTAACTA | 2010[4] |
| IL1β_fw39 | CTGGTGTGTGACGTTCCCATTA |  |
| IL1β_rev40 | CCGACAGCACGAGGCTTT |  |
| STAT1_fw41 | CTGAATATTTCCCTCCTGGG |  |
| STAT1_rev42 | TCCCGTACAGATGTCCATGAT |  |
| CD86_fw45 | TCTCCACGGAAACAGCATCT |  |
| CD86_rev46 | CTTACGGAAGCACCCATGAT |  |
| TGFβ1_fw49 | AAGTTGGCATGGTAGCCCTT |  |
| TGFβ1_rev50 | GCCCTGGATACCAACTATTGC |  |
| IL12b_fw57 | AGTGACATGTGGAATGGCGT | Designed by  David Eisel |
| IL12b_rev58 | CAGGAGTCAGGGTACTCCCA |  |
| Rpl19_fw69 | TACCGGGAATCCAAGAAGATTGA | PrimerBank ID [5–7] 226958656c3 |
| Rpl19_rev70 | AGGATGCGCTTGTTTTTGAAC |  |
| Ldha_fw71 | TGTCTCCAGCAAAGACTACTGT | PrimerBank ID 6754524a1 |
| Ldha_rev72 | GACTGTACTTGACAATGTTGGGA |  |
| Ppat_fw75 | TTCAGGGTGCATAAGGGAATGG | PrimerBank ID 247301190c1 |
| Ppat_rev76 | GCGTACCTCGTATGTCCGA |  |
| Nos2_fw81 | GTTCTCAGCCCAACAATACAAGA | PrimerBank ID  6754872a1 |
| Nos2_rev82 | GTGGACGGGTCGATGTCAC |  |
| CXCL9_fw83 | GGAGTTCGAGGAACCCTAGTG | PrimerBank ID 162287427c1 |
| CXCL9_rev84 | GGGATTTGTAGTGGATCGTGC |  |
| Myc_fw89 | ATGCCCCTCAACGTGAACTTC | PrimerBank ID 293629266c1 |
| Myc_rev90 | GTCGCAGATGAAATAGGGCTG |  |
| Pparg_fw99 | TTTTCCGAAGAACCATCCGATT | PrimerBank ID 187960104c3 |
| Pparg_rev100 | ATGGCATTGTGAGACATCCCC |  |
| Stat6_fw103 | TGGAGAGCATCTATCAGAGGGA | PrimerBank ID 128485773c3 |
| Stat6_rev104 | GCGGAACTCTTCTATAACAGCTT |  |
| Ctcf_fw125 | GATCCTACCCTTCTCCAGATGAA | PrimerBank ID 31044459a1 |
| Ctcf_rev126 | GTACCGTCACAGGAACAGGT |  |
| E2f1_fw127 | TGCAGAAACGGCGCATCTAT | PrimerBank ID 158517881c2 |
| E2f1_rev128 | CCGCTTACCAATCCCCACC |  |

**References**

1. Tatano Y, Shimizu T, Tomioka H. Unique macrophages different from M1/M2 macrophages inhibit T cell mitogenesis while upregulating Th17 polarization. Sci Rep. 2015;4: 4146. doi:10.1038/srep04146

2. Movahedi K, Laoui D, Gysemans C, Baeten M, Stange G, Van den Bossche J, et al. Different tumor microenvironments contain functionally distinct subsets of macrophages derived from Ly6C(high) monocytes. Cancer Res. 2010;70: 5728–5739. doi:10.1158/0008-5472.CAN-09-4672

3. Zhu L, Yang T, Li L, Sun L, Hou Y, Hu X, et al. TSC1 controls macrophage polarization to prevent inflammatory disease. Nat Commun. 2014;5: 4696. doi:10.1038/ncomms5696

4. Shaul ME, Bennett G, Strissel KJ, Greenberg AS, Obin MS. Dynamic, M2-like remodeling phenotypes of CD11c+ adipose tissue macrophages during high-fat diet-induced obesity in mice. Diabetes. 2010;59: 1171–1181. doi:10.2337/db09-1402

5. Spandidos A, Wang X, Wang H, Dragnev S, Thurber T, Seed B. A comprehensive collection of experimentally validated primers for Polymerase Chain Reaction quantitation of murine transcript abundance. BMC Genomics. 2008;9: 633. doi:10.1186/1471-2164-9-633

6. Spandidos A, Wang X, Wang H, Seed B. PrimerBank: a resource of human and mouse PCR primer pairs for gene expression detection and quantification. Nucleic Acids Res. 2010;38: D792–D799. doi:10.1093/nar/gkp1005

7. Wang X, Seed B. A PCR primer bank for quantitative gene expression analysis. Nucleic Acids Res. 2003;31: e154. Available: http://www.ncbi.nlm.nih.gov/pubmed/14654707

How the deposited data were processed for this re-analysis (not part of the article)

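RNA sequencing data of 2 experiments on mouse peritoneal macrophages were used, 18 libraries of the polarization experiment (3 conditions, 3 mice, 2 technical replicates) and 36 libraries of the reprogramming experiment (12 conditions with 3 replicates). The authors trimmed the reads with Trimmomatic, mapped them to the mouse genome GRCm38/mm10 with TopHat, counted reads per gene with featureCounts and deposited the resulting read counts, which are whole numbers without normalization. Gene symbols and coordinates were taken from GENCODE M21, and the read counts were used as they are, without mapping again.

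Conditions were taken from the sample labels. The 2 technical replicates of each mouse and condition were summed in the polarization experiment. Libraries held between 13421854 and 29880494 counted reads. Genes were filtered with edgeR's filterByExpr (minimum count 10 and minimum total count 15), normalized with TMM, and compared with edgeR's quasi-likelihood test (two-sided) with Benjamini-Hochberg adjustment, in 1 model for each experiment with 1 coefficient per condition. The difference of the M1-like against M2-like comparison between mock and untransfected macrophages was tested as an interaction contrast. The paper names DESeq2 as the tool for differential expression, and DESeq2 was run as an alternative here. CPM values were computed with TMM-normalized library sizes, and the standard error of a log2 fold change is its size divided by the square root of the F statistic. Signature overlaps were tested with Fisher's exact test (one-sided), and principal components were computed from log2 CPM (prior count 2) of scaled genes. The tests were checked on counts simulated from the means and library sizes of each experiment. In these, edgeR recovered 200 of 200 changed genes in both experiments, and DESeq2 did as well. DESeq2 called 39 unchanged genes in the polarization and 12 in the reprogramming experiment. The simulated genes shared a common dispersion, and the changed ones were well expressed and changed at least 2-fold, so smaller changes were not tested. Medians of the gene lists for interferon-stimulated, NF-kB target and cell cycle genes were compared with 10000 random lists of the same size, matched on mean expression.

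R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0 was used, and Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Genes are named in the text when the paper names them at the sentence or in Fig 4, when they are targets of the siRNA pools, when they code for a step from glucose to lactate, when they differed between iM1 macrophages and the knockdown of Myc, or when they belong to the 5 largest increases or 5 largest decreases of a comparison (M1-like against M2-like polarization, negative siRNA pool against mock, iM1 against the negative siRNA pool) among genes with a symbol, an adjusted p-value under 0.05, a mean log2 CPM of at least 2 and complete separation of the replicates. The pairing of samples comes from the mouse numbers in the polarization experiment and the replicate numbers in the labels of the reprogramming experiment, and it was checked with the correlation of deviations from the condition means.

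The assignment of samples, the comparisons, the rule for named genes and the alternatives were set before the data were examined, except for 2 alternatives with DESeq2's prior on fold changes and for the gene sets defined by the start of a symbol (mitochondrially encoded genes, subunits of complexes I to V, H2- genes and integrins), which were chosen after seeing the data. The other alternatives were DESeq2, RLE size factors, no filter, at least 10 counts in every sample, the replicate block, the technical replicates as separate samples, only the compared groups in the model, an absolute log2 fold change of at least 1, the negative siRNA pool as the reference, other sources of the M1-like direction, other settings of the principal components, and leaving out each replicate in turn. The quantitative PCR, cytokine, flux and transcription factor activity results of the paper were not analysed here, and neither were the gene sets of its enrichment analysis. Results of single genes that are left out of the text are not reported here.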

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

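Among the tests in this part, those of library depth, gene length, GC content, normalization, sample labels, the supplier of the siRNA, the single knockdowns, the mock treatment (apart from the splits of its libraries) and the 2 experiments were chosen after the result was seen.

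The paper does not report on macrophages with the negative siRNA pool as a comparison of their own. Against M2-like mock macrophages, 945 genes were higher and 713 lower with the negative siRNA pool at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test, and with the replicate block 1183 were higher and 913 lower (median correlation of equally numbered replicates 0.18, of others -0.08). The largest increases were those of Ly6a (log2 fold change 4.25), Ifit1bl1 (3.85), Ms4a4c (3.63), Cfb (3.46) and H2-Q6 (3.32), and among the largest decreases were those of Vsig8 (-1.82), Mcf2l (-1.26), Smpd3 (-1.22) and Cbx7 (-1.20). With these 2 conditions alone in the model, 1613 genes passed the threshold, and 1 of the 4 splits of the 6 libraries gave as many, the real one. Only splits that part all equally numbered libraries were compared, the others differ from the real one by 1 exchanged replicate number, and 4 splits cannot give a share under 0.05.

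Technical explanations for this difference were tested. After all libraries were thinned to the same depth, 89.1% of the genes remained, and 94.2% remained with RLE size factors. The log2 fold change had a Spearman correlation across genes, which are not independent replicates, of -0.0880 with gene length and -0.115 with GC content. All 4 targets were higher in every library of the negative siRNA pool than in every library of their own knockdown, which speaks against an exchange with those libraries. In the mean z-score of interferon-stimulated genes, all 3 libraries of the negative siRNA pool lay nearer to the single knockdowns than to M0 mock and all 3 of M2-like mock nearer to M0 mock (6 of 6), which speaks against an exchange between the negative siRNA pool and mock if siRNA pools act alike. The median log2 fold change of 25 interferon-stimulated genes was 1.39, outside the range of -0.0867 to 0.0833 that the bulk of the random lists gave, so that an interferon response to transfected RNA is a candidate explanation. Reads shared between paralogs, as among the Ifit, Ly6 and H2-Q genes, were not tested, and the pattern cannot be told apart from them for these genes.

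Signature genes were affected as well. The negative siRNA pool changed 19 signature genes in the M1-like direction, 40.4% of the number changed by the combined pool, and the changes after the knockdowns cannot be told apart in full from an effect of transfected siRNA. Of the signature genes changed in the M1-like direction, 9.09% for the knockdown of E2f1 and 4.76% for that of Stat6 also passed the threshold against the negative siRNA pool, which is consistent with an effect of the siRNA itself on most of these genes, although genes not past the threshold are not shown to be equal. The share was 25.0% for Pparg and 65.9% for Myc, for which the siRNA itself may account for a part. The M2-like mock libraries enter both comparisons that define these genes, and noise in them was not told apart from an effect of the siRNA. The siRNA against Myc came from another supplier than those against the other targets, and 0 conditions had a siRNA stated to be of that supplier without the Myc target. The paper does not state the supplier of the negative siRNA pool, so that the supplier and the loss of Myc cannot be told apart here. For single knockdowns, 1 of the 4 splits, the real one, gave as many genes as found with 2 conditions in the model, 4906 for Myc, 1969 for Pparg, 1451 for E2f1 and 1269 for Stat6, and likewise 4929, 1064, 342 and 275 against the negative siRNA pool.

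Untransfected M2-like macrophages are another condition the paper does not compare with mock. In M2-like mock macrophages, 237 genes were higher and 14 lower than in untransfected ones at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test, and with the replicate block 283 and 35 (median correlation 0.18 against -0.08). The median log2 fold change of the 25 interferon-stimulated genes was 3.30, with random lists between -0.0418 and 0.0600, so that an interferon response to the transfection reagent is a candidate explanation. Of the interferon-stimulated genes past the threshold, 100.0% remained after thinning, which speaks against depth. Chil3, Retnla and Mrc1 (3 genes) were each within 2-fold in the 2 conditions, which speaks against an exchange with libraries of another polarization. In the mean z-score of interferon-stimulated genes, 6 of 6 mock and untransfected M2-like libraries lay nearer to the M0 libraries of the same treatment than to those of the other, which speaks against an exchange between mock and untransfected libraries if the M0 labels hold. Time in culture or another step shared by all mock libraries cannot be told apart from the reagent. All 25 genes passed the threshold upwards in M0 mock against untransfected macrophages. In both M0 mock and M1-like mock macrophages, 0 of the 25 did. That count decides nothing, since 0 genes at all passed the threshold in M1-like mock against untransfected macrophages. With these 2 conditions in the model, 180 genes passed the threshold, in 1 of the 4 splits, the real one.

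The M1-like against M2-like difference itself differed between mock and untransfected macrophages for 160 genes at an adjusted p-value under 0.05 of the interaction contrast in edgeR's quasi-likelihood test, 5 with a higher and 155 with a lower value in mock, and with the replicate block for 14 and 176 genes. In a model of these 4 conditions, 122 genes passed the threshold, in 1 of the 4 splits, the real one. M1-like mock and M1-like untransfected macrophages differed in 0 genes in the model without the replicate block, with 438 at an unadjusted p-value under 0.05. They are not shown to be equal, since gene lists moved as sets. The median log2 fold change was 0.175 for interferon-stimulated genes (random lists between -0.0377 and 0.0274) and -0.220 for NF-kB target genes (random lists between -0.0552 and 0.0548). M2-like mock macrophages differed from untransfected ones as given above, and the interferon response weighed there (median 3.30) may account for the 160 genes as well.

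Between the 2 experiments, 1437 genes had opposite directions of M1-like against M2-like macrophages (mock in the reprogramming experiment) with complete separation of the replicates in both, among 6531 genes past the threshold in both and 13648 tested in both, and for 1034 of them untransfected macrophages of the reprogramming experiment gave its direction too, past the threshold and with complete separation. Among the signature genes, 12 of 76 were opposite, namely Asl, Got2, Scd2, Aldoa, Pdha1, Bpgm, Slc2a9, Adsl, Prps1, Pfas, Ccl3 and Stab1. Scd2 had a log2 fold change of 1.35 in the polarization and -3.61 in the reprogramming experiment, and Aldoa 1.46 and -0.28. The difference between the experiments was not tested. The time after the stimulus differs between them, and in the reprogramming experiment IL-4 was absent after transfection. The read layout differs as well (0 layouts were used in both). A change with time or with the absence of IL-4 therefore cannot be told apart from a difference between sequencing runs.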

How the results depend on the processing

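The alternatives with DESeq2's prior on fold changes were chosen after the data were seen, and no test of a cause was made in this part: for every change given here, the cause was not tested. Of the values of counts, overlaps, positions and knockdown targets under the alternatives, 829 kept their direction and their side of the threshold, or stayed within 1.5 times a count, 128 moved and 9 no longer passed the threshold. Of the values of other named genes and counts, 1807 stayed the same, 31 moved, 41 no longer passed the threshold, 7 passed it only under the alternative, and 7 reversed. With RLE size factors, with the technical replicates as separate samples, with prior count 0.5, with the M1-like direction from the polarization experiment and with the table of downregulated genes, every count stayed within 1.5 times its value, every overlap and target on its side of the threshold and every position within the SD between replicates, although the values themselves moved.

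Requiring an absolute log2 fold change of at least 1 gave 2479 higher and 2446 lower for M1-like against M2-like (polarization), 69 for signature genes changed in M1-like against M2-like (polarization), 1156 higher and 1782 lower for M1-like mock against M2-like mock, 638 higher and 436 lower for iM1 against M2-like mock, 610 higher and 457 lower for the knockdown of Myc against M2-like mock, 406 higher and 100 lower for the knockdown of Pparg against M2-like mock, 205 higher and 65 lower for the knockdown of E2f1 against M2-like mock, 255 higher and 47 lower for the knockdown of Stat6 against M2-like mock, 224 higher and 57 lower for the negative siRNA pool against M2-like mock, 116 higher and 4 lower for M2-like mock against M2-like untransfected, 225 higher and 278 lower for iM1 against the negative siRNA pool, 213 higher and 324 lower for the knockdown of Myc against the negative siRNA pool and 36 higher and 23 lower for the knockdown of Pparg against the negative siRNA pool. It also gave 3 higher and 10 lower for the knockdown of E2f1 against the negative siRNA pool, 1 higher and 4 lower for the knockdown of Stat6 against the negative siRNA pool, 102 for genes whose M1-like against M2-like difference differs between mock and untransfected, 2 for genes that differ between iM1 and the knockdown of Myc, 328 for genes up in both M1-like mock and iM1, 329 for genes down in both M1-like mock and iM1, 37 for signature genes changed in M1-like mock against M2-like mock, 20 for signature genes reprogrammed in iM1, 17 for signature genes reprogrammed in the knockdown of Myc, 10 for signature genes reprogrammed in the knockdown of Pparg, 9 for signature genes reprogrammed in the knockdown of E2f1, 8 for signature genes reprogrammed in the knockdown of Stat6, 6 for signature genes changed in the M1-like direction by the negative siRNA pool and -0.86 for Stat6 in iM1 against M2-like mock.

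With the negative siRNA pool as the reference of the knockdown, the values were 1778 higher for iM1 against M2-like mock, 384 higher and 430 lower for the knockdown of Pparg against M2-like mock, 37 higher and 92 lower for the knockdown of E2f1 against M2-like mock, 66 higher and 148 lower for the knockdown of Stat6 against M2-like mock, 1065 for genes up in both M1-like mock and iM1, 8 for signature genes reprogrammed in the knockdown of Pparg, 2 for signature genes reprogrammed in the knockdown of E2f1, 1 for signature genes reprogrammed in the knockdown of Stat6, 0.147 for the p of Fisher's exact test for the knockdown of Pparg, 1.0 for the p of Fisher's exact test for the knockdown of E2f1 and 1.0 for the p of Fisher's exact test for the knockdown of Stat6. As the start of the principal component position, that pool gave 32.5 for the iM1 position on the first component (signature) and 26.4 for the iM1 position on the first component (all genes), and centring without scaling gave 32.1 for the iM1 position on the first component (signature) and 27.7 for the iM1 position on the first component (all genes). With DESeq2, they were 59 higher for the knockdown of E2f1 against the negative siRNA pool, 114 higher and 237 lower for the knockdown of Stat6 against the negative siRNA pool and 31 lower for M2-like mock against M2-like untransfected. DESeq2 with its prior on fold changes and no filter gave 72 higher and 151 lower for the knockdown of E2f1 against the negative siRNA pool, 112 higher and 252 lower for the knockdown of Stat6 against the negative siRNA pool, 28 lower for M2-like mock against M2-like untransfected and 11 for genes that differ between iM1 and the knockdown of Myc. Without the filter, the values were 61 higher and 176 lower for the knockdown of E2f1 against the negative siRNA pool, 67 lower for M2-like mock against M2-like untransfected, 306 for genes whose M1-like against M2-like difference differs between mock and untransfected, 28 for genes that differ between iM1 and the knockdown of Myc and 29.8 for the iM1 position on the first component (all genes). Keeping genes with at least 10 counts in every sample gave 17 for literature signature genes up in M1-like (polarization) and 36.7 for the iM1 position on the first component (all genes). With only the compared groups in the model, the values were 111 higher and 231 lower for the knockdown of E2f1 against the negative siRNA pool, 9 lower for M2-like mock against M2-like untransfected and 28.6 for the iM1 position on the first component (all genes). The replicate block gave 580 higher for the knockdown of Pparg against the negative siRNA pool, 70 higher and 166 lower for the knockdown of E2f1 against the negative siRNA pool, 121 higher and 259 lower for the knockdown of Stat6 against the negative siRNA pool and 35 lower for M2-like mock against M2-like untransfected. Taking the M1-like direction from untransfected macrophages gave 0.0754 for the p of Fisher's exact test for the negative siRNA pool.

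Across the fits that each left out 1 replicate, the results that changed in at least 1 fit ranged from 575 to 853 for the knockdown of Stat6 against M2-like mock (higher genes), 156 to 337 for the knockdown of Pparg against the negative siRNA pool (higher genes), 14 to 21 for the knockdown of E2f1 against the negative siRNA pool (higher genes), 22 to 40 for the knockdown of Stat6 against the negative siRNA pool (higher genes), 419 to 731 for the knockdown of E2f1 against M2-like mock (lower genes), 477 to 706 for the knockdown of Stat6 against M2-like mock (lower genes), 407 to 672 for the negative siRNA pool against M2-like mock (lower genes), 7 to 19 for M2-like mock against M2-like untransfected (lower genes), 203 to 366 for the knockdown of Pparg against the negative siRNA pool (lower genes), 31 to 65 for the knockdown of E2f1 against the negative siRNA pool (lower genes), 63 to 111 for the knockdown of Stat6 against the negative siRNA pool (lower genes), 3 to 6 for genes that differ between iM1 and the knockdown of Myc, 14 to 24 for signature genes reprogrammed in the knockdown of E2f1, 0.00384 to 0.0976 for the p of Fisher's exact test for the knockdown of Stat6, 0.00821 to 0.105 for the p of Fisher's exact test for the negative siRNA pool and 30.7 to 38.3 for the iM1 position on the first component (all genes).

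The direction reversed for Arg1 in iM1 against mock macrophages (-0.0153), Ccl2 after the knockdown of E2f1 (-0.0220) and Ccl3 after that knockdown (-0.21) with the negative siRNA pool as the reference. It reversed for Hk1 after the knockdown of E2f1 without the second replicate of M2-like mock macrophages (range from -0.0206 to 0.20), and for Cxcl9 after that knockdown in 3 of the 6 fits that left out 1 replicate (range from -3.96 to 0.24). Genes without enough counts under the stricter filter have no value under that alternative. Depth limits genes with almost no reads in M2-like mock macrophages, such as Il6 and Cxcl9, whose fold changes rest on few reads.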

Differences from the paper's values

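Values were compared by a margin: a log2 fold change was within it when it had the sign of the paper's value and differed from it by no more than the larger SD between replicates, and a count or p-value when it was within 1.5 times the paper's. A value within the margin can still be closer to the value here than to the paper's, and a small shift can bring it there. For the overlap of upregulated signature genes, Fisher's exact test (one-sided) gave p = 1.73e-09 for iM1 macrophages, against the paper's 3.04E-09, and came within the margin under DESeq2 (3.04e-09), RLE size factors (3.04e-09), an absolute log2 fold change of at least 1 (4.12e-09), leaving out M1-like mock replicate 3 (3.04e-09) and leaving out M2-like mock replicate 2 (3.04e-09). For the knockdown of Myc, it was p = 1.27e-06 by Fisher's exact test against the paper's 5.68E-07, and came within the margin under DESeq2 (5.67e-07) and an absolute log2 fold change of at least 1 (7.04e-07). For the knockdown of Pparg, it was p = 1.41e-05 by Fisher's exact test against the paper's 2.20E-06, and came within the margin under DESeq2 (2.20e-06), RLE size factors (2.20e-06), no filter (1.48e-06) and leaving out M1-like mock replicate 3 (2.20e-06). For the knockdown of E2f1, it was p = 4.17e-05 by Fisher's exact test against the paper's 1.43E-05, and came within the margin under DESeq2 (1.43e-05) and leaving out M1-like mock replicate 3 (1.43e-05). For the knockdown of Stat6, it was p = 0.0161 by Fisher's exact test against the paper's 8.09E-03, and came within the margin under DESeq2 (0.0106), at least 10 counts in every sample (0.00551), the replicate block (0.00701), an absolute log2 fold change of at least 1 (0.00909), the M1-like direction from the polarization experiment (0.00679), leaving out M1-like mock replicate 3 (0.0106), leaving out M2-like mock replicate 3 (0.00980) and leaving out M2-like the knockdown of Stat6 replicate 1 (0.0111). The other alternatives set before the data were examined left these values outside the margin, and DESeq2 with its prior on fold changes and no filter, an alternative chosen after seeing the values, brought them within it at 3.04e-09 for iM1 macrophages, 5.67e-07 for the knockdown of Myc, 2.20e-06 for the knockdown of Pparg, 1.43e-05 for the knockdown of E2f1 and 0.0106 for the knockdown of Stat6.

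The paper's S2 Table gives query sizes of 2932 genes higher in M1-like and 2772 genes higher in M2-like macrophages for biological process terms, where 5573 and 6130 passed the threshold here. Of the alternatives set before the data were examined, only an absolute log2 fold change of at least 1 brought both numbers within 1.5 times the paper's, to 2479 and 2446, which are below the paper's, and DESeq2 with its prior on fold changes, 6 libraries per group and no filter, chosen after seeing the values, did not (6474 and 6558).

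Log2 fold changes of signature genes were also compared with those of the paper's S6 Table, first for iM1 against M2-like mock macrophages. For Ccl12, it was 5.37 against the paper's 2.641, and stayed outside the margin under every alternative set before the data were examined. The value for Ass1 was 4.06 against the paper's 2.324, and came within the margin under the negative siRNA pool as the reference (1.96). For Cxcl10, it was 3.28 against the paper's 2.178, and came within the margin under the negative siRNA pool as the reference (1.99), leaving out M2-like mock replicate 1 (2.92) and leaving out iM1 replicate 3 (2.57). The value for Ccl5 was 4.46 against the paper's 2.093, and came within the margin under the negative siRNA pool as the reference (1.92). For Nos2, it was 3.56 against the paper's 2.018, and stayed outside the margin under every alternative set before the data were examined. The value for Ccl8 was 2.73 against the paper's 1.687, and came within the margin under leaving out M2-like mock replicate 2 (2.31) and leaving out iM1 replicate 2 (2.46). For Il6, it was 3.24 against the paper's 1.388, and came within the margin under the negative siRNA pool as the reference (1.55). The value for Cxcl9 was 2.61 against the paper's 1.079, and came within the margin under the negative siRNA pool as the reference (1.67) and leaving out iM1 replicate 3 (1.98). For Scd1, it was -3.18 against the paper's -2.977, and came within the margin under leaving out M2-like mock replicate 3 (-3.10). The value for Scd2 was -3.41 against the paper's -3.117, and came within the margin under leaving out M2-like mock replicate 3 (-3.29).

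Next are the log2 fold changes of M1-like mock against M2-like mock macrophages in the same table. For Ccl12, it was 3.83 against the paper's 1.536, and stayed outside the margin under every alternative set before the data were examined. The value for Ass1 was 3.77 against the paper's 2.080, and stayed outside the margin under every alternative set before the data were examined. For Ccl2, it was 2.88 against the paper's 2.463, and came within the margin under DESeq2 (2.84), RLE size factors (2.84), no filter (2.87), at least 10 counts in every sample (2.86), only the compared groups in the model (2.86), leaving out M1-like mock replicate 3 (2.77), leaving out M2-like mock replicate 1 (2.71) and leaving out M2-like mock replicate 3 (2.81). The value for Ccl5 was 8.00 against the paper's 4.639, and stayed outside the margin under every alternative set before the data were examined. For Nos2, it was 11.38 against the paper's 8.796, and stayed outside the margin under every alternative set before the data were examined. The value for Ccl8 was 3.82 against the paper's 2.560, and stayed outside the margin under every alternative set before the data were examined. For Il6, it was 3.41 against the paper's 1.514, and stayed outside the margin under every alternative set before the data were examined. The value for Cxcl9 was 8.77 against the paper's 5.861, and stayed outside the margin under every alternative set before the data were examined. For Got1, it was 0.0180 against the paper's -0.017, and came within the margin under DESeq2 (-0.0167), RLE size factors (-0.0165), at least 10 counts in every sample (-0.0008), leaving out M1-like mock replicate 1 (-0.0101), leaving out M1-like mock replicate 3 (-0.0374) and leaving out M2-like mock replicate 2 (-0.0309). The value for Dlst was 0.23 against the paper's 0.199, and came within the margin under DESeq2 (0.20), RLE size factors (0.20), at least 10 counts in every sample (0.22) and only the compared groups in the model (0.22). For Il12b, it was 6.11 against the paper's 1.225, and stayed outside the margin under every alternative set before the data were examined. The value for Ccl9 was -6.22 against the paper's -5.613, and stayed outside the margin under every alternative set before the data were examined. For Slc2a8, it was 0.0304 against the paper's -0.004, and came within the margin under DESeq2 (-0.00420), RLE size factors (-0.00400), leaving out M1-like mock replicate 1 (-0.0204) and leaving out M2-like mock replicate 1 (-0.0160). The value for Chil3 was -7.40 against the paper's -6.943, and stayed outside the margin under every alternative set before the data were examined. For Retnla, it was -11.09 against the paper's -4.231, and stayed outside the margin under every alternative set before the data were examined. The value for Scd1 was -5.93 against the paper's -5.340, and stayed outside the margin under every alternative set before the data were examined. For Scd2, it was -3.61 against the paper's -3.308, and came within the margin under leaving out M1-like mock replicate 2 (-3.50) and leaving out M2-like mock replicate 3 (-3.49).

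Among the genes named in the text that the paper's S1 Table lists, the log2 fold change of M1-like against M2-like macrophages differed for Il12b and Serpina3f. For Il12b, it was 11.84 against the paper's 11.3394, and came within the margin under the technical replicates as separate samples (11.76), leaving out M1-like polarization replicate 1 (11.62) and leaving out M2-like polarization replicate 3 (11.70). The value for Serpina3f was 13.26 against the paper's 12.8807, and came within the margin under leaving out M2-like polarization replicate 3 (13.05). All these log2 fold changes came within the margin under DESeq2 with its prior on fold changes and no filter, with 6 libraries per group in the polarization experiment, which was chosen after seeing the values among 4 settings tried for the S6 Table and 8 for the S1 Table, and under which the log2 fold changes of iM1 against mock differed from the paper's by a median of 0.000234.

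The paper's S6 Table marks Idh2, Ppat and Egr2 as reprogrammed, whereas here they were not changed in the same direction past the threshold in both comparisons, and Adsl was and is not marked there. The paper states in 1 passage that Nos2 fell after the knockdowns, while another passage and its S6 Table give it as higher, and here it rose in iM1 macrophages (3.56) and after the knockdown of Myc (2.54). For the knockdown of E2f1, the paper states that hexokinases and Cxcl9 rose, whereas here the log2 fold changes were 0.06 for Hk1, 0.15 for Hk2, 0.08 for Hk3 and -0.40 for Cxcl9, none of them past the threshold. The paper describes all genes from glucose to lactate as higher in M1-like macrophages, whereas 16 of 20 were so here. These 20 genes include isoenzymes and Bpgm, and the other genes were Bpgm and the isoenzyme genes Ldhb, Eno2 and Eno3. The count is of genes and does not show that a step of the pathway failed to rise. The paper ranks the combined knockdown above each single one. The signature genes against mock gave that order here too, with 47 for the combined knockdown and 44 for that of Myc. The order was reversed over all genes, where the knockdown of Myc changed 3619 genes in the M1-like direction and the combined knockdown 3498. It was also reversed for the signature genes with the negative siRNA pool as the reference, with 33 and 32.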

Other observations

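In this part, the tests on iM1 against the knockdown of Myc and the splits of the samples for iM1 against the negative siRNA pool were chosen after the result was seen.

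iM1 macrophages and macrophages after the knockdown of Myc differed in 7 genes. In a model of these 2 conditions 5 genes passed the threshold, and 1 of the 4 splits, the real one, gave as many. All 3 of E2f1, Pparg and Stat6 were lower in every iM1 library than in every library after the knockdown of Myc, which speaks against exchanged labels. In the simulated counts, 100.0% of the changed genes were recovered, which leaves open whether there was power for changes smaller than the simulated ones. Across the 5254 genes changed in iM1 macrophages, which are not independent replicates, the log2 fold change after the knockdown of Myc had a slope of 0.935 on that in iM1 macrophages, so that the siRNA pool against Myc may give most of the effect of the combined pool. These fold changes share the mock libraries, and the negative siRNA pool alone gave a slope of 0.450 on the same genes. Using that pool as the reference, the slope for the knockdown of Myc was 0.918 across 3750 genes. The sum of the log2 fold changes of the 4 single knockdowns had a slope of 2.52 on that of iM1 macrophages, and 1.69 with the negative siRNA pool as the reference. These slopes cannot decide whether the single effects add up to the combined effect. The combined pool reduced E2f1, Pparg and Stat6 less than their own pools did. Against mock, each single knockdown may also carry an effect of the siRNA itself, which the sum counts 4 times.

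NF-kB target genes were higher in iM1 macrophages, with a distance of 1.45 in mean z-score between the lowest iM1 library and the highest M2-like mock library, which is consistent with raised NF-kB activity. Their median log2 fold change was 1.25, and 0.19 for the negative siRNA pool against mock, with random lists between -0.0981 and 0.128 for that pool. Among the single knockdowns against mock, the median was 1.26 for Myc, 0.48 for Pparg, 0.45 for Stat6 and 0.0853 for E2f1. The 20 cell cycle genes had a median log2 fold change of -0.35 in iM1 macrophages, with random lists between -0.215 and 0.274, and -0.48 after the knockdown of Myc, and 6 of the 20 genes were lower past the threshold in iM1 macrophages, which is consistent with a cell cycle arrest after the knockdown of Myc. For E2f1, the median was -0.16 after its own knockdown, with random lists between -0.127 and 0.177, and the mean z-scores of these libraries (-0.238 to 0.266) overlapped those of mock (-0.0939 to 0.758), although each was below that of the equally numbered mock library and below every library of the negative siRNA pool, so that a part of E2f1 in it remains open. After the knockdowns of Pparg and Stat6 the medians were 0.23 and 0.29. Both patterns were not tested for contributions of the supplier of the siRNA and cannot be told apart from them.

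For the main comparisons with 2 conditions in the model, 1 of the 4 splits, the real one, gave as many genes: 11029 for M1-like against M2-like macrophages (polarization), 7450 for M1-like mock against M2-like mock, 4570 for iM1 against M2-like mock and 4229 for iM1 against the negative siRNA pool. Against that pool, the largest increases in iM1 macrophages were those of Ly6i (log2 fold change 5.04), H2-M2 (4.50), Acod1 (3.94), Clec4e (3.83) and Hcar2 (3.27), and the largest decreases those of Slco2b1 (-5.41), Cmbl (-2.51), Ramp1 (-2.48), S100a4 (-2.36) and Scd2 (-2.27). M0 mock macrophages differed from untransfected ones in 1663 higher and 1228 lower genes. Arg1 was not lower in M1-like mock than in M2-like mock macrophages, with a log2 fold change of 1.18 (adjusted p = 0.135 from edgeR's quasi-likelihood test). In the model of only the compared groups, it passed the threshold as higher in M1-like mock macrophages, at 1.16 (adjusted p = 0.0243 from the same test).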
